# PDA Indolylmaleimides Induce Anti-Tumor Effects in Prostate Carcinoma Cell Lines Through Mitotic Death

**DOI:** 10.3389/fvets.2020.558135

**Published:** 2021-01-20

**Authors:** Jan Torben Schille, Ingo Nolte, Julia Beck, Daria Jilani, Catrin Roolf, Anahit Pews-Davtyan, Arndt Rolfs, Larissa Henze, Matthias Beller, Bertram Brenig, Christian Junghanss, Ekkehard Schütz, Hugo Murua Escobar

**Keywords:** mitotic death, mitotic slippage, whole transcriptome sequencing, human, dog, prostate cancer

## Abstract

Castrate resistant prostate cancer in men shares several characteristics with canine prostate cancer (PCa). Due to current insufficient therapies, evaluating novel therapeutic agents for late-stage PCa is of considerable interest for both species. PDA indolylmaleimides showed anticancer effects in several neoplastic cell lines. Herein, a comparative characterization of PDA-66 and PDA-377 mediated effects was performed in human and canine PCa cell lines, which is also the first detailed characterization of these agents on cells derived from solid tumors in general. While PDA-377 showed only weak growth inhibition on human PCa cell lines, PDA-66 inhibited proliferation and induced apoptosis in human and canine cell lines with concentrations in the low micromolar range. Morphological characterization and whole transcriptome sequencing revealed that PDA-66 induces mitotic death through its microtubule-depolymerizing ability. PDA-66 appears to be a worthwhile anti-mitotic agent for further evaluation. The similarities in cellular and molecular response observed in the cell lines of both origins form a solid basis for the use of canine PCa *in vivo* models to gain valuable interchangeable data to the advantage of both species.

## Introduction

Prostate cancer (PCa) is the most common malignancy diagnosed among males in almost all western countries (1). PCa emerges in an androgen-dependent or androgen-independent manner with a highly heterogeneous clinical course. Localized PCa has a 5-year survival rate close to 100% due to the availability of a broad range of curative treatment options. However, up to 20% of patients develops incurable and lethal metastatic castrate-resistant PCa within 5 years of follow-up. The development of novel therapeutic options for treating high-risk locally advanced PCa is needed (2–5).

Canine tumors are valuable naturally occurring models helping to reveal mechanisms in cancer development, behavior and treatment (6, 7). Prostatic neoplasia in dogs are reported with a prevalence below 1% (8) and poor prognosis (9–11). However, unlike in men there is no screening for early detection and only late stage cases are diagnosed. Actual numbers are likely to be much higher based on the high frequency of preneoplastic lesions (12). Canine prostate adenocarcinomas share several characteristics with human castrate-resistant PCa, e.g., increased occurrence with age, aggressive tumor progression, similar metastatic spread (lumbar spine and pelvis as well as lymph nodes), and castration-resistance (13, 14). Therefore, identifying and evaluating novel effective agents to treat late-stage, metastatic PCa may be beneficial for both species.

Indolylmaleimides as PDA derivatives PDA-66 and PDA-377 are synthetic molecules characterized by the conjugation of a maleimide compound with a bicyclic indole ring (15, 16). PDA-66 induces mitotic arrest and apoptosis in neuroblastoma, lung cancer, and canine lymphoma cells (15, 17), and has been shown to depolymerize microtubules (15). Known microtubule-destabilizing agents, such as *Vinca* alkaloids, are used in various cancers (18). These antimitotic drugs lead to failures in spindle formation and chromosome segregation in dividing cells, which activates the spindle assembly checkpoint leading to mitotic arrest. Prolonged mitotic arrest eventually triggers mitotic death (MD), an intrinsic form of regulated cell death (19, 20). MD is considered an onco-suppressive mechanism controlling mitotic failures and therefore prevents aneuploidy. Those failures include extensive DNA damage preventing replication, problems with the mitotic machinery (e.g., equal distribution of chromosomes) or failure of mitotic checkpoints leading to premature progress in the cell cycle (19, 21, 22).

A comprehensive characterization of PDA effects in human and canine PCa cells is missing. Before introducing such novel inhibitors into clinics, conducting an evaluation of these agents in model organisms is a prerequisite. Dogs classify as an extraordinary naturally occurring model for human PCa trials. As therapeutic options for dogs are limited and their metabolism is highly comparable to humans, clinical trials in dogs are considered to be of significant value (23). However, before addressing veterinary patients in trials evaluating novel agents, a detailed characterization of its effects *in vitro* is necessary.

Therefore, the aim of this study was to comparatively characterize the influence of PDA-66 and PDA-377 on two human prostate carcinoma cell lines, PC-3 and LNCaP, and on the canine cell line CT1258, which is also the first detailed characterization of these agents on cells derived from solid tumors. Besides cellular analysis, whole transcriptome sequencing was performed. Based on these results, canine PCa is evaluated as a model for clinical trials, accelerating the translation into human patients and providing direct benefit to both species.

## Materials and Methods

### Prostate Carcinoma Cell Lines and Cultivation

Two human and one canine prostate carcinoma cell line were used. The human PC-3 cell line (24) (DSMZ Cat# ACC-465, RRID:CVCL_0035) was cultivated in DMEM/Ham's F-12 medium (Biochrom GmbH, Berlin, Germany). The human LNCaP cell line (25) (DSMZ Cat# ACC-256, RRID:CVCL_0395) was grown in RPMI 1640 medium (Biochrom GmbH). The canine cell line TihoDProAdcarc1258 (26) (CT1258, RRID:CVCL_W737) was established by our group and cultivated in medium 199 (Live Technologies GmbH, Darmstadt, Germany). All media were supplemented with 10% heat-inactivated fetal bovine serum (FBS Superior, Biochrom GmbH) and 2% penicillin/streptomycin (Biochrom GmbH). All cells were cultivated at 37°C in a humidified atmosphere of 5% CO_2_.

### Indolylmaleimides PDA-66 and PDA-377

Synthesis and chemical structures of indolylmaleimides were previously described (15, 16, 27, 28). Both PDA derivatives were dissolved in dimethyl sulfoxide (DMSO, AppliChem GmbH, Darmstadt, Germany), and the stock solutions (10 mM) were stored at −20°C. For experimental use, the PDA dilutions were freshly prepared from the stock solution.

Different PDA concentrations and incubation times were used and compared with DMSO-exposed controls, as the PDA agents themselves were dissolved in DMSO. The final DMSO concentrations of the control samples were equivalent to the highest DMSO doses in the PDA-treated samples to ensure that no possible effects of the solvent were measured.

### Live Cell Imaging

PC-3, LNCaP and CT1258 cells were seeded in 96-well plates with a cell density of 1 × 10^4^ cells per well and incubated overnight in 150 μl of culture medium. After 24 h different concentrations of the PDA derivatives (0.25–10 μM) were applied (0.1% DMSO as control). The cells were observed for 72 h in 150 μl incubation medium under a live cell imaging microscope (DMI 6000 B, Leica Mikrosysteme Vertrieb GmbH, Wetzlar, Germany) at 37°C with 5% CO_2_. An image of each well was captured every 15 min during the incubation period and these single images were combined to create time-lapse movies.

### Analysis of Morphology

Morphological changes mediated by PDA were analyzed by May-Grünwald-Giemsa staining.

Microscope slides were placed in 60 cm^2^ cell culture dishes and covered with 10 ml of culture medium. Per dish and per cell line, 1 x 10^6^ cells were seeded. On the following day, the microscope slides were transferred to new dishes with incubation medium or 0.15% DMSO for the control cells. The slides were exposed to the PDA agents in two different settings. For the first setting, the slides were incubated with 15 μM PDA-66 or PDA-377 for 24 h, an application equal to the cells used in the transcriptomic analyses. For the second setting, the slides were incubated with 5 μM PDA-66 or PDA-377 for 72 h, a concentration that showed moderate effects in all cell lines in live cell imaging. Microscope slides were washed with PBS and air dried at room temperature. The slides were stained in May-Grünwald's eosine-methylene blue solution (Merck KGaA, Darmstadt, Germany) (undiluted) for 5 min and rinsed with tap water. Afterwards, they were stained for 15 min in Giemsa's azur eosin methylene blue solution (Merck KGaA) (1:10 dilution) and rinsed thoroughly with tap water again. The slides were left to air dry before analysis.

### BrdU Proliferation Assay

Proliferative index of cells in response to PDA-66 and PDA-377 exposure was evaluated using the assay Cell Proliferation ELISA, BrdU (colorimetric) (Roche Diagnostics Deutschland GmbH, Mannheim, Germany). The assay measures the incorporation of the thymidine analog 5-bromo-2-deoxyuridine (BrdU) into newly synthesized DNA of replicating cells using an anti-BrdU monoclonal antibody.

All three cell lines were seeded in 96-well plates with a density of 1 × 10^4^ cells per well and incubated in 150 μl culture medium for 24 h to allow the cells to attach to the surface. Afterwards, the cells were exposed to different concentrations of the PDA derivatives. The human cell lines were treated with 0.25–10 μM of the derivatives and 0.1% (v/v) DMSO as control. CT1258 cells were exposed to 0.25–25 μM of both derivatives (0.25% DMSO as control) as no significant effect was displayed after 24 h with 10 μM PDA-66. The proliferation assay was carried out in accordance with the manufacturer's protocol for adherent cells with the exception that BrdU was added simultaneously with the PDAs. The reaction products were quantified by measuring the absorbance at 370 nm minus the absorbance at 492 nm over a 30 min period using the Multi-Mode Reader Synergy 2 (BioTek Instruments Inc., Winooski, VT, USA). Each single experiment was performed 8-fold.

After this point, no further tests were performed with PDA-377 due to its limited effect on the human cell lines.

### Cell Count Analyses

The concentrations used for cell count analysis and apoptosis are based on the 72 h values of the BrdU assay. Concentrations were chosen, that lead to 50% inhibition (2.5 μM PDA-66 in PC-3 and 5 μM PDA-66 in LNCaP). These values were chosen to ensure that there would be some margin in both directions to calculate possible significances, even if the other tests would show higher or lower efficiencies. Based on this criterion, 5 μM PDA-66 should have been used for the CT1258 cell line. However, this concentration showed no effect after 24 h. As it was crucial to be able to detect effects early after exposure for the transcriptomic analysis, 15 μM was used for this cell line, the first concentration to show a significant effect in the BrdU assay after 24 h of exposure.

Cells were seeded in 24-well plates with a cell density of 5 × 10^4^ cells per well in 1 ml culture medium and incubated overnight. Based on the proliferation assay, PC-3 cells were treated with 2.5 μM PDA-66 and 0.025% DMSO, LNCaP with 5 μM PDA-66 (0.05% DMSO), and CT1258 cells with 15 μM PDA-66 (0.15% DMSO). After 24 h, 48 h and 72 h, the cells were detached by TrypLE™ Express (Thermo Fisher Scientific Inc., Waltham, MA, USA) and counted via automatic cell counter (CellometerTM Auto T4, Nexcelom Bioscience LLC, Lawrence, MA, USA). The experiment was carried out in biological replicates three times.

### Analyses of Early and Late Stage Apoptosis

Apoptosis rates were determined by staining cells with the fluorescence dyes Annexin V FITC and Propidium Iodide (PI) (Annexin V-FITC Detection Kit, PromoCell GmbH, Heidelberg, Germany) in accordance with the manufacturer's protocol and determined by flow cytometry using a FACSCaliburTM (BD Biosciences GmbH, Heidelberg, Germany). In addition to the cell specific concentrations used in the cell count analysis, two lower concentrations were used to demonstrate that the induction of apoptosis already starts at lower concentrations. The data were evaluated using BD CellQuest software (BD CellQuest Pro, RRID:SCR_014489).

All three cell lines were seeded in 12-well plates with a cell density of 2 × 10^5^ cells per well and incubated in 1.5 ml culture medium overnight and exposed after 24 h to three different PDA-66 concentrations and DMSO based on the BrdU assay and cell count analyses. PC-3 cells were exposed to 0.5, 1.0, and 2.5 μM PDA-66 (0.025% DMSO as reference), LNCaP to 1.0, 2.5, and 5.0 μM PDA-66 (0.05% DMSO), and CT1258 to 7.5, 10 and 15 μM PDA-66 (0.15% DMSO). After the drug exposure period, the medium was saved to collect the non-adherent cell fraction to count all treated cells regardless of their condition. Remaining adherent cells were detached by TrypLE™ Express (Thermo Fisher Scientific Inc, Waltham, MA, USA) and combined with the medium cell fraction. In addition to the double stained samples, for each cell line and each incubation time point, single stained controls were measured. Exposure of the cells to PDA-66 and DMSO as reference was conducted in biological replicates three times.

### Transcriptomic Analyses

As PDA-66 is a strong inducer of apoptosis, the transcriptomic analysis was performed on early time points (12 and 24 h). This early time points, before all the apoptosis signaling cascades are fully active and most transcripts would be cell death related, were chosen for the best chance to detect the direct effects of PDA exposure. As 15 μM was the first concentration to show significant effects in CT1258 after 24 h, this concentration was used for all cell lines to keep the transcriptomic data comparable (0.15% DMSO for the control groups). After 12 and 24 h, the cells were harvested and total RNA was extracted using the AllPrep DNA/RNA Mini Kit (Qiagen GmbH, Hilden, Germany) in accordance with the manufacturer's protocol. For each treatment condition (DMSO control and PDA-66 exposed cells), three independent biological replicates were prepared and sequenced.

RNA integrity numbers (RIN) were determined using a Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA). Sequencing libraries were prepared using 1 μg total RNA with RIN > 7. PolyA RNA was enriched and ligated to sequencing adapters using the NEBNext Ultra RNA preparation kit (New England Biolabs Inc., Ipswich, MA, USA) in accordance with the manufacturer's protocols. Single-read sequencing (75 bp) was conducted on an Illumina NextSeq500 (Illumina Inc., San Diego, CA, USA). Sequences were aligned to the canine genome (Broad CanFam3.1/canFam3, Sep. 2011) using the Burrows-Wheeler Aligner (BWA) (29) (BWA, RRID:SCR_010910). For each of the 24,581 annotated protein-coding canine genes (EMBL gene ID nomenclature), the aligned reads were counted using the R package GAGE (30) (GAGE, RRID:SCR_017067). For the human PC-3 and LNCaP, mapping and read counting were conducted using the RNA Express (version: 1.0.0) workflow within the Illumina basespace environment (BaseSpace, RRID:SCR_011881). In brief, after mapping to the human HG19 reference genome using the STAR (2.3.1s) aligner (STAR, RRID:SCR_015899) read counts for 23,710 annotated RefSeq genes were generated.

### Statistical Analyses

Within each experiment, results were described using the mean values of the replicates. The graphs show the mean ± standard deviation. Significant differences between treatment and control were calculated by Dunnett's multiple comparison test for the confidence levels 95, 99, and 99.9% (BrdU proliferation assay and analyses of apoptosis) or student's *t*-test (cell count analyses) using SAS enterprise guide 7.1 (Statistical Analysis System, RRID:SCR_008567). Differences were considered statistically significant for *p* < 0.05. IC50 values were calculated using GraphPad Prism 7.02 (GraphPad Prism, RRID:SCR_002798).

Differential gene expression analyses for canine and human samples were conducted using the BioconductorR package edgeR 3.14.0 (31) (edgeR, RRID:SCR_012802). The average total read counts mapped within annotated genes were 12.2M (STD: 0.7M), 15.8M (STD: 1.1M), 13.5M (STD: 0.9M) for CT1258, PC-3 and LNCaP samples, respectively. Each PDA-66 treatment group (12 or 24 h) was compared to the respective control cells treated with DMSO. After multidimensional scaling and plotting of the data, one PC-3 DMSO treated control sample was identified as outlier and was excluded from further analyses so that the PC-3-24 h-DMSO group consisted of only two independent samples. 

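The excluded PC-3 control was not used here. Between the 2 PC-3 DMSO samples that remained, the leading log2 fold change distance was 1.35. It was computed as limma defines it, from the 500 genes that differed most within each pair of samples. Within the PC-3 PDA-66 groups, the mean distance was 0.97 ± 0.031 (SD, 3 pairs) after 12 h and 1.01 ± 0.081 after 24 h. The DMSO samples of LNCaP lay 1.42 ± 0.20 (SD, 3 pairs) apart and those of CT1258 0.88 ± 0.22.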

Genes with a false discovery rate adjusted *p*-value (FDR) of < 0.001 were considered to have significantly different expressions compared to the control samples. These genes were mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for functional enrichment analyses using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Functional Annotation Tool (32, 33) (DAVID, RRID:SCR_001881).

## Results

### PDA-66 and PDA-377 Cause Morphological Changes

May-Grünwald-Giemsa staining revealed morphological changes in the three tested cell lines (Figure 1). Incubation with 5 μM PDA-66 caused an increased amount of large multinucleated cells as well as cells with pyknotic nuclei and karyorrhexis. Moreover, the cells aggregated in clusters and their cytoplasmic borders loosened. In LNCaP and CT1258 cells, 24 h after high-dose (15 μM) PDA-66 application, karyorrhexis was pronounced in most cells.

**Figure 1:**
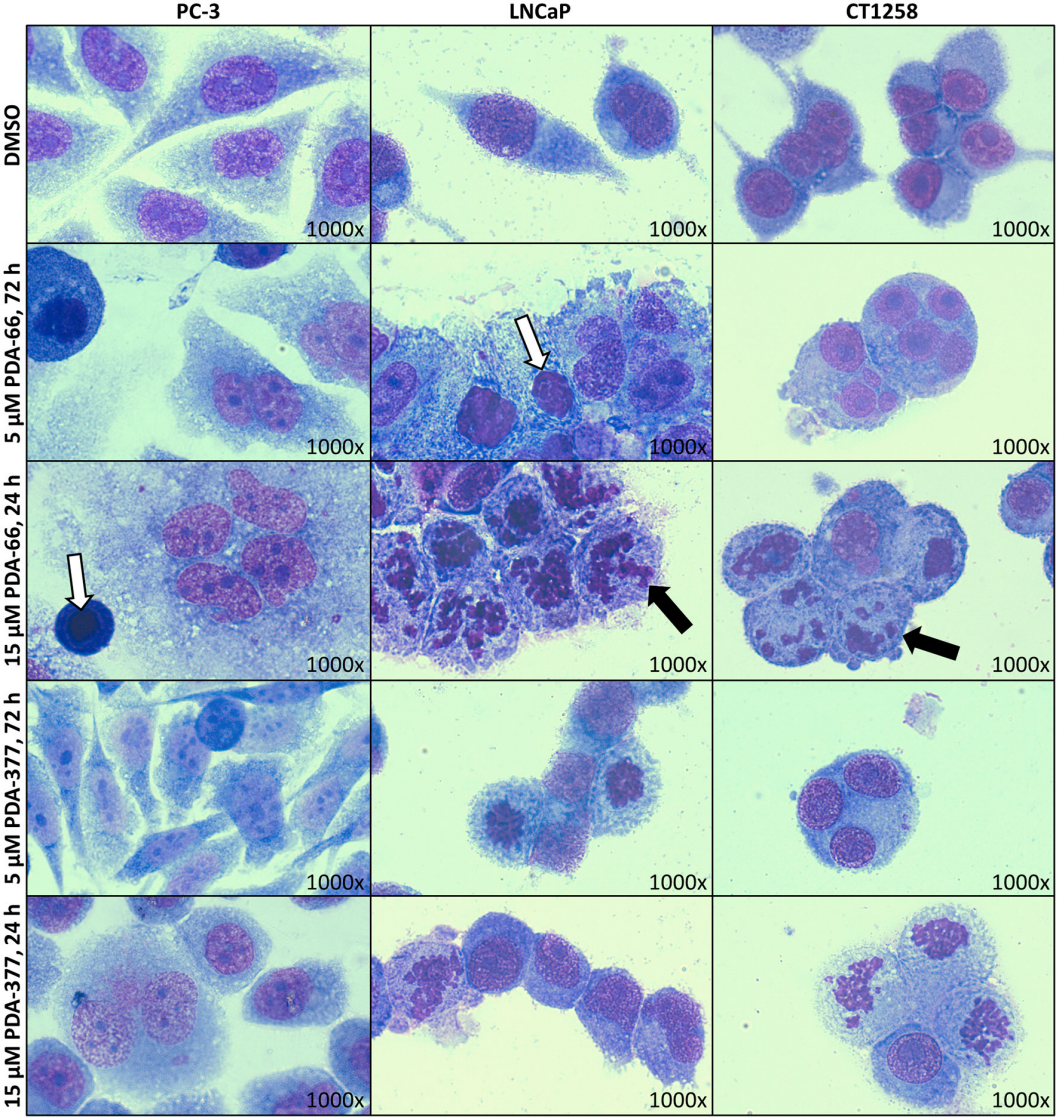
PC-3, LNCaP, and CT1258 cells were grown on microscope slides and incubated with both PDA derivatives for either 72 h with 5 μM PDA or 24 h with 15 μM. Representative pictures are displayed. After incubation with PDA-66, cells tend to aggregate and the cytoplasmic border loosens. Multinucleated cells, pyknosis (white arrows) and karyorrhexis (black arrows) can be determined. Post PDA-377 application, only minor morphological changes can be observed in PC-3 cells. In LNCaP and CT1258 cells, the reactions of cytoplasm and nucleus are similar to incubation with PDA-66.

PDA-377 incubation caused no visual effects after 5 μM treatment for 72 h, and only minor effects on the PC-3 cell line after 15 μM treatment for 24 h. The morphological changes on LNCaP and CT1258 cells were similar to PDA-66 incubation but less pronounced.

Time-lapse imaging movies of the three PCa cell lines showing the cellular response to 5 and 10 μM of either PDA-66 or PDA-377 as well as the control groups are given for demonstration (Supplementary Movies 1–15). Moreover, the formation of enlarged multi-nucleated cells as well as apoptosis during or shortly after mitosis was observed at higher PDA concentrations (Figure 2).

**Figure 2:**
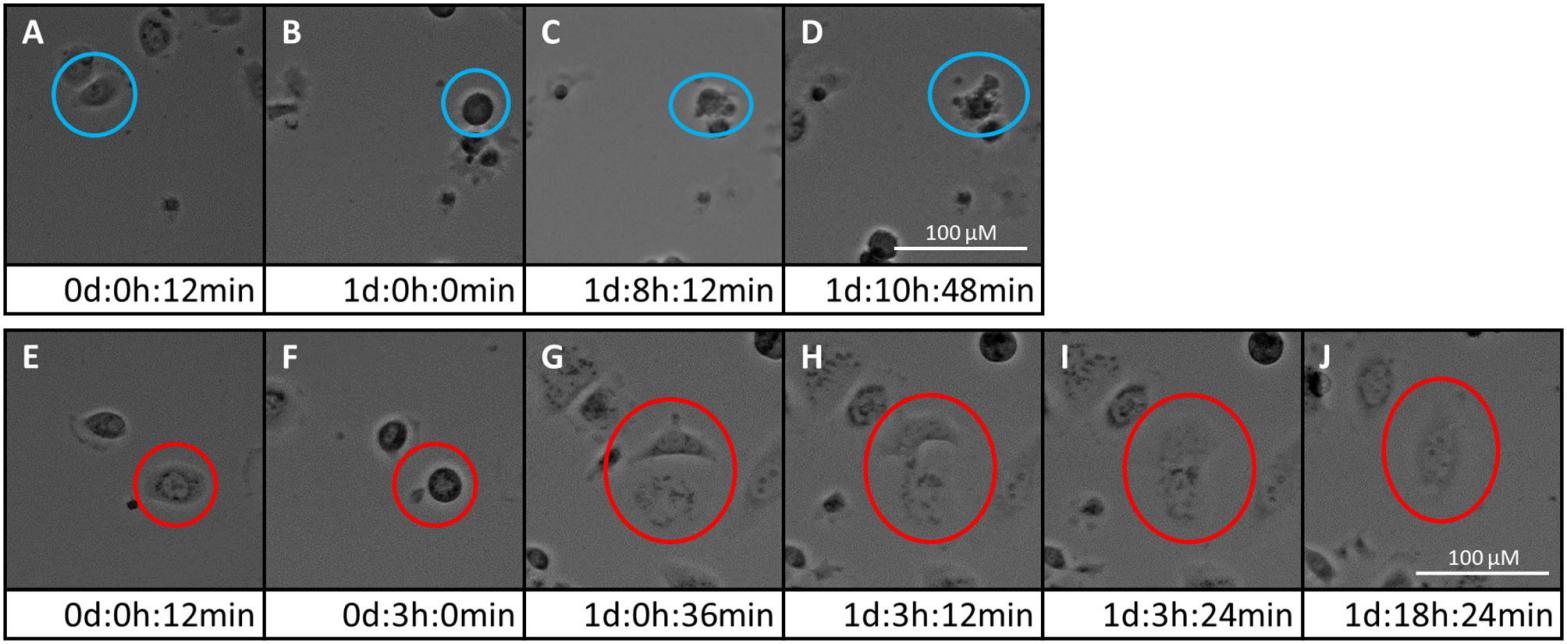
Two fates of PC-3 cells exposed to 5 μM PDA-66. Live cell imaging pictures show the same cell and image section during a 72 h incubation period. **(A–D)** apoptosis of cell in blue circle; **(A)** start of live cell imaging; diploid cell; **(B)** cell becomes round/detached in preparation for cell division; **(C)** formation of apoptotic bodies; **(D)** dead cell; **(E–J)** mitotic slippage of cell in red circle; **(E)** start of live cell imaging; diploid cell; **(F)** cell becomes round/detached in preparation for cell division; **(G)** two daughter cells with unbalanced distribution of chromosomes; **(H,I)** daughter cells merge again; **(J)** survival of a tetraploid/multi-nucleated cell. Please see Supplementary Material for the full movie.

### PDA-66 and PDA-377 Inhibit Proliferation of Prostate Carcinoma Cell Lines

PDA-66 exposure demonstrated an inhibitory effect on both human cell lines and the canine cell line determined by BrdU proliferation assay (Figure 3). Application of 2.5 μM PDA-66 resulted in a significant decrease in the proliferative index in PC-3 and LNCaP cells 24 h after treatment. Moreover, PC-3 cells displayed significantly slower proliferation at 1.0 μM PDA-66 exposure after 48 and 72 h. Proliferation was reduced to 50% compared to the DMSO-exposed controls at 2.5 μM PDA-66 for PC-3 and at 5.0 μM for LNCaP cells after 72 h. Compared to the human cell lines, inhibition of proliferation of the canine cell line CT1258 was delayed, but was also more pronounced after 72 h post PDA-66 application, starting with concentrations of 0.5 μM. For all cell lines, the proliferative index did not drop below 25%. IC50 values were 2.07 μM (PC-3), 4.23 μM (LNCaP), and 2.19 μM (canine cell line CT1258) after a 72 h incubation period.

**Figure 3:**
PC-3, LNCaP and CT1258 cells were exposed to increasing concentrations of PDA-66 and PDA-377 ranging from 0.25 to 10 μM and up to 25 μM in the case of CT1258. The cells were incubated for 24, 48, and 72 h, respectively. BrdU proliferation assay was used to determine the proliferative index. The results are expressed as a percentage of the DMSO-exposed control cells. The diagrams show the mean ± standard deviation of eight measurements. Significance of a treatment effect compared to the respective DMSO control (white bar) was determined using Dunnett's Multiple Comparison Test. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

Incubation with PDA-377 also led to a significant decrease in the proliferative index in all tested cell lines. PC-3 and LNCaP cells were inhibited at concentrations of 0.5 μM and 0.25 μM PDA-377 after 48 h. However, proliferation did not drop below 50% compared to the control samples for all tested incubation times and doses in the two human cell lines. For the canine cell line CT1258, the proliferative index dropped below 10% with an IC50 of 3.14 μM after a 72 h incubation period. Compared to PDA-66, PDA-377 treatment displayed a weaker inhibition on the human cell lines, especially within the first 24 h and a slightly stronger effect on the canine PCa cell line.

### PDA-66 Induces Apoptosis

Consistent with live cell imaging observations and the proliferation assay, a significant change in the total number of cells was observed 48 h after PDA-66 application in all tested cell lines compared to their tested control cells (Figure 4). While the control cells showed a steady increase in cell numbers over time and at least doubled within 72 h, the number of PDA-66 treated cells decreased. The decrease below the amount of seeded cells (5 × 10^4^) indicated the induction of cell death.

**Figure 4:**
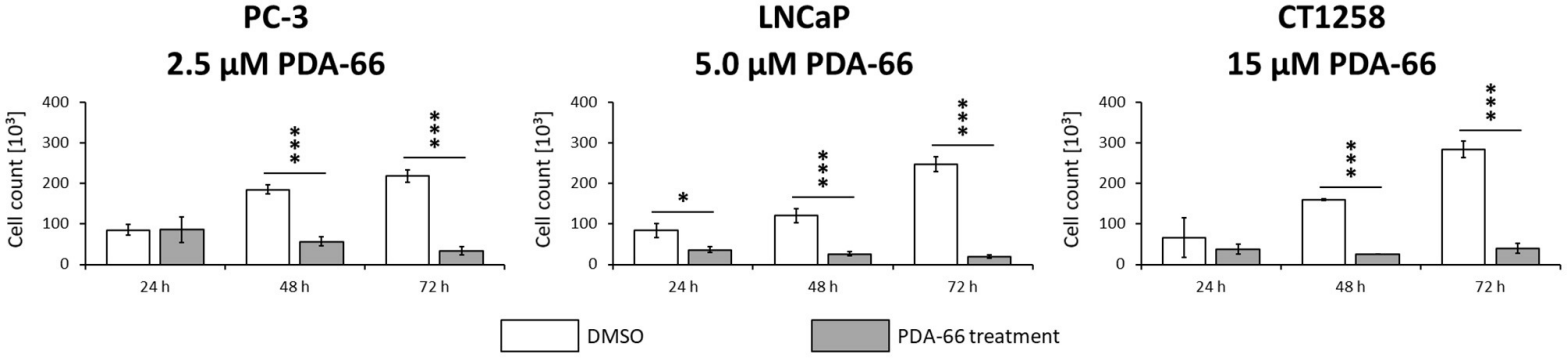
PC-3 cells were incubated with 2.5 μM PDA-66, LNCaP cells with 5 μM PDA-66 and CT1258 cells with 15 μM PDA-66 for 24, 48, and 72 h. After the incubation period, cells were counted via automatic cell counter. The diagrams show the mean ± standard deviation of three independent counting experiments. Significance of a treatment effect compared to the DMSO control was determined using the student's *t*-test. *, *p* < 0.05; ***, *p* < 0.001.

PDA-66 significantly induced apoptosis in all three PCa cell lines compared to the DMSO-exposed controls at different concentrations (Figure 5, representative dot blots are given in Supplementary Figure 1). Application of 2.5 μM PDA-66 led to an increase in both early and late apoptotic cells in the two human cell lines after 72 h, reaching up to 35.8%. The rate of late apoptotic/dead cells even increased to 43% in LNCaP cells after incubation with 5 μM PDA-66. In the canine cell line, early apoptotic induction increased over time for all concentrations up to 13.4% (72 h, 15 μM PDA-66), while the rate of late apoptotic/dead cells varied between 20.9 and 52.7%.

**Figure 5:**
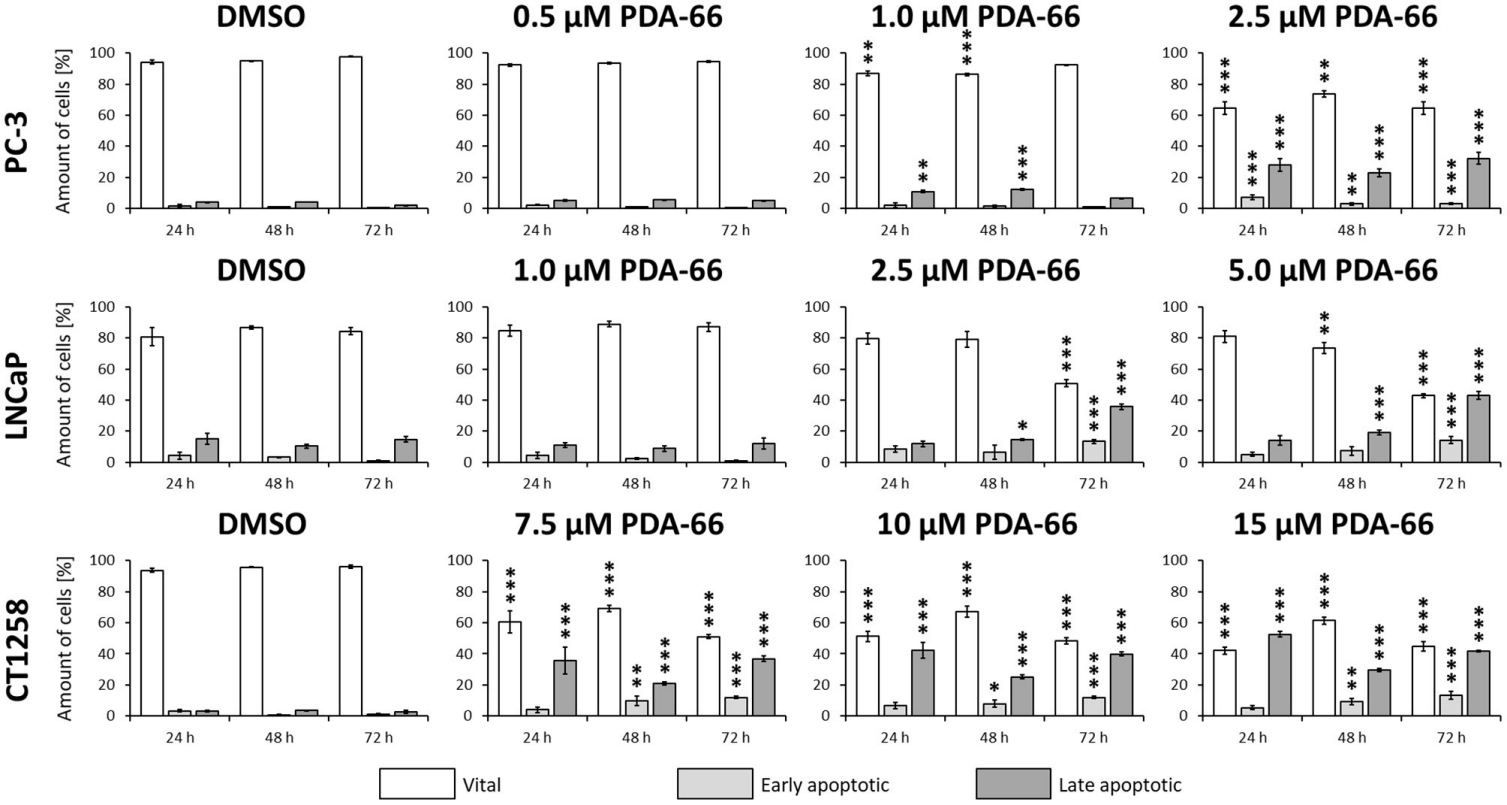
PC-3 cells were exposed to 0.5, 1.0, and 2.5 μM PDA-66, LNCaP cells were exposed to 1.0, 2.5, and 5.0 μM PDA-66, and CT1258 cells were exposed to 7.5, 10, and 15 μM PDA-66 for 24, 48, and 72 h, respectively. As a reference, DMSO-exposed cells were analyzed. Analysis of apoptosis was performed using Annexin V-FITC and propidium iodide (PI) staining with subsequent flow cytometry analysis. Rates of vital (FITC-, PI-) early apoptotic (FITC+, PI-) and late apoptotic (FITC+/-, PI+) cells are displayed as the mean ± standard deviation of three independent measurements. Significances compared to the DMSO control were determined using Dunnett's multiple comparison test. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

### Transcriptomic Analyses of PDA-66 Treated Prostate Carcinoma Cells

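RNA of the human prostate carcinoma cell lines PC-3 and LNCaP and of the canine prostate carcinoma cell line CT1258 was sequenced after 12 h or 24 h with the indolylmaleimide PDA-66 at 15 μM, or with 0.15% DMSO as the vehicle. Each group had 3 replicates, apart from the PC-3 DMSO group, of which 2 samples were analysed here, so that 26 samples were included. The control cells are labelled with 24 h only, and both PDA-66 groups of a cell line were compared with the same controls. After 12 h, a difference in time in culture may thus add to the effect of PDA-66 and cannot be told apart from it. The authors deposited the number of reads they had counted on each gene, without normalization, after mapping the reads with STAR (PC-3 and LNCaP) or BWA (CT1258). These tables list 23708 genes for the human cell lines and 16028 genes for CT1258. For PC-3, the median total count was 15386126.5 in the DMSO group (15275005 to 15497248), 16809026 after 12 h (15358077 to 18091755) and 16050038 after 24 h (14650839 to 16326495). For LNCaP, it was 12651222 in the DMSO group (11923105 to 13858607), 13998661 after 12 h (13673905 to 14741883) and 13381572 after 24 h (12871344 to 14579939). The CT1258 DMSO samples had a median of 20174070 counts (19909616 to 20976950), compared with 7535117 (7203534 to 8325867) and 7542484 (7444226 to 8226593) in the PDA-66 groups. The mean per cell line was 16.0 M counts for PC-3, 13.5 M for LNCaP and 11.9 M for CT1258. The paper's reported means are 15.8 M, 13.5 M and 12.2 M, and all values given here use the deposited counts. Genes with low counts were removed with edgeR's filterByExpr function, which left 13777 genes in PC-3, 13156 in LNCaP and 9886 in CT1258. Counts were normalized by the TMM method and are given scaled to a common library total (CPM). The 3 groups of a cell line were fitted together, and each PDA-66 group was compared with the DMSO group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene with an adjusted p-value under 0.001 counted as differentially expressed, which is the threshold of the paper.

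**Figure D1:**
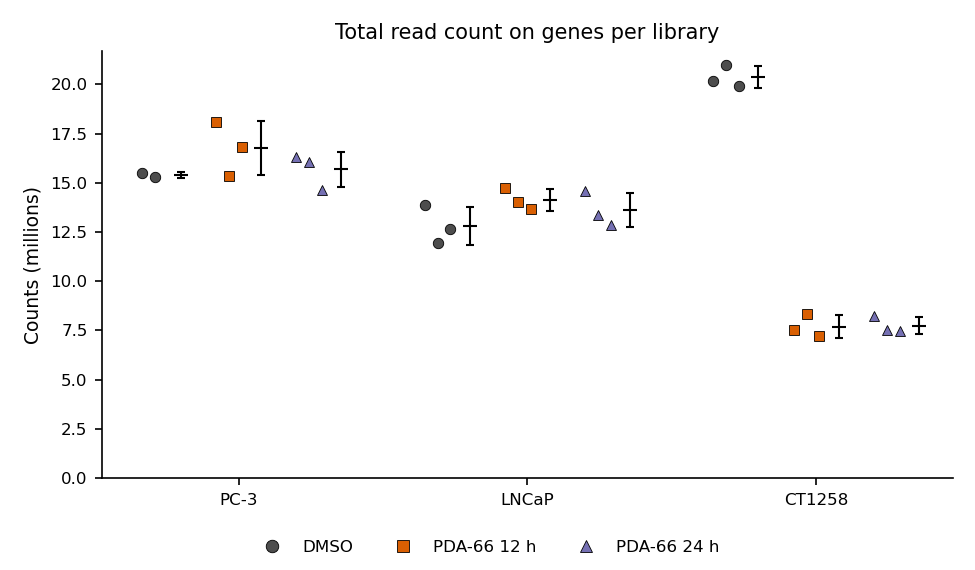
Total counts per sample (M), for the DMSO, PDA-66 12 h and PDA-66 24 h groups of PC-3, LNCaP and CT1258. Points are samples, the horizontal mark is the mean of a group and the bar its SD; the CT1258 DMSO samples lie between 19909616 and 20976950 counts and the CT1258 PDA-66 samples between 7203534 and 8325867.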

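In PC-3, 3797 DEGs were found after 12 h (1785 higher and 2012 lower) and 2665 after 24 h (1223 higher and 1442 lower). CT1258 had 4383 DEGs after 12 h (2197 higher and 2186 lower) and 3340 after 24 h (1644 higher and 1696 lower). In LNCaP there was 1 DEG after 12 h and 0 after 24 h, where 3950 and 2599 genes had an unadjusted p-value under 0.05. The order of the time points turned around in LNCaP with edgeR's exact test on the 2 groups alone, which gave 203 DEGs after 12 h and 1248 after 24 h. Leaving out PC-3 PDA-66 12 h replicate 3 lowered the 12 h count of PC-3 to 2481. Without replicate 1 or replicate 2 of the PC-3 PDA-66 24 h group, its 24 h count was 1746 or 1551. The 24 h count of CT1258 was 2163 without replicate 2 and 2116 without replicate 3 of its PDA-66 24 h group. Of the DEGs of PC-3, 2341 were found at both time points, and 2915 of those of CT1258, in the same direction in each case. Both time points share their DMSO samples. In 20 simulations of unchanged groups against shared controls, no gene was called at either time point. Their overlap was thus fixed at 0, and it cannot show how much the shared controls add to the shared DEGs. Over all genes tested, the direction was the same for 88.35% in PC-3 and 88.46% in CT1258, compared with 70.76% and 64.66% in these simulations. A comparison of counts does not test whether the time points differ, so the PDA-66 groups were also compared with each other. Between 24 h and 12 h, 194 genes differed in PC-3 (107 higher after 24 h), 211 in CT1258 (84 higher after 24 h) and 0 in LNCaP, where the unadjusted p-value was under 0.05 for 837 genes. These counts depended on single samples, with 59 to 79 genes over the fits that each left out 1 PC-3 sample. For CT1258, 20 genes differed without PDA-66 12 h replicate 1 and 1352 without DMSO replicate 2.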

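As a measure of the distance in an MDS plot, the leading log2 fold change distance between a PDA-66 sample and a control was averaged over all pairs of a group. The paper's MDS plots are based on the biological coefficient of variation, which is another measure. In PC-3, this distance was 2.86 ± 0.095 (SD, 6 pairs) after 12 h and 2.32 ± 0.11 after 24 h. It was 1.98 ± 0.10 (SD, 9 pairs) after 12 h and 1.81 ± 0.081 after 24 h in CT1258. For LNCaP, 2.25 ± 0.41 (SD, 9 pairs) and 1.87 ± 0.31 were found. The difference was smaller than the SD over the pairs at 12 h, to which differences between the shared controls add. Each LNCaP control had a larger mean distance to the 12 h samples (1.885, 2.365 and 2.498) than to the 24 h samples (1.471, 2.008 and 2.143). Pairs share samples and are not independent, so that no test was applied to the distances. With controls labelled 24 h only, time in culture may also add to the distances and DEG counts at 12 h. With all genes in place of 500 per pair, the mean distances fell to 0.89 and 0.75 in PC-3, 0.78 and 0.59 in LNCaP and 0.79 and 0.69 in CT1258.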

All cell lines displayed a higher number of differentially expressed genes (DEG; FDR < 0.001) after 12 h compared to the 24 h treatment groups (Table 1), correlating with larger distances between clusters of the multidimensional scaling (MDS) plots and the control samples (Supplementary Figure 2). PC-3 and CT1258 cells showed more than 4,000 DEG after a 12 h and 24 h incubation period with PDA-66. 

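The genes with the largest changes were taken from the DEGs with a mean of at least 10 CPM over both groups and no overlap between the samples of both groups. In PC-3, KRT81 increased most, from 8.92 ± 2.57 CPM (SD, n = 2) in the controls to 619 ± 35.6 CPM (SD, n = 3) after 12 h. Its log2 fold change was 6.12 (standard error 0.20, adjusted p = 4.13e-10) after 12 h and 4.18 (0.19, adjusted p = 1.53e-08) after 24 h, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. KRT81 has close paralogs among the keratin genes, and it is not stated how reads that fit several genes were counted. CA9 decreased from 48.2 ± 7.52 CPM to 1.11 ± 0.132 CPM after 12 h, a log2 fold change of -5.43 (standard error 0.17, adjusted p = 3.77e-10 from the same edgeR test). On the opposite strand, ARHGEF39 overlaps 35.7% of the annotated exon bases of CA9, and it is not stated whether counting used the strand. After 24 h, CYP1B1 rose by a log2 fold change of 3.66, SCN3A by 3.27, and SPARC fell by 3.87. SERPINB7 and COL12A1 (3.94 and 3.91 after 12 h) were the other genes with the largest increases. The other large decreases were SPINK5 (-4.76 after 12 h) and FCGBP (-5.16 after 12 h and -3.68 after 24 h).
In CT1258, HMMR rose from 11.1 ± 2.56 CPM (SD, n = 3) to 109 ± 3.52 CPM (SD, n = 3) after 12 h. The log2 fold change of HMMR was 3.30 (standard error 0.15, adjusted p = 1.50e-09 from edgeR's quasi-likelihood test). CCNB1, which encodes cyclin B1, had log2 fold changes of 3.01 (standard error 0.098) after 12 h and 3.71 (standard error 0.099) after 24 h. The gene listed as Q0QEY4_CANFA followed with 3.01 and 3.27. DDIT4 fell by 2.91 after 12 h and by 2.74 after 24 h on the log2 scale. SLC6A9 and NUPR1 (both -2.59 after 12 h), and LGR6 (-2.54) and COL1A2 (-2.81) after 24 h, were the other genes with the largest decreases. Between 24 h and 12 h, TCN1 (2.00), SCARA5 (1.83) and FCGR2A (1.82) had the largest increases in PC-3. HSPA1A (-1.70) and KRT81 (-1.93) were among the genes with the largest decreases, where HSPA1A and FCGR2A have near-identical copies. In CT1258, these were SLC7A11 (1.68), HERPUD1 (1.58) and Q6Q2K4_CANFA (1.55), and ANGPT1 (-1.44), EGR1 (-1.45) and DLX1 (-1.58).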

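The DEG of LNCaP was DIO3 after 12 h, which fell from 34.8 ± 12.6 CPM (SD, n = 3) to 0.505 ± 0.276 CPM (SD, n = 3). Its log2 fold change was -6.12 (standard error 0.39, adjusted p = 0.000385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 9 fits that each left out 1 LNCaP sample, this adjusted p-value was between 0.000102 and 0.00491, and in 6 of them it lay above the threshold. At an adjusted p-value under 0.05, 1202 genes differed after 12 h and 384 after 24 h. The biological coefficient of variation, taken over the 3 groups together, was 0.240 in LNCaP, compared with 0.0972 in PC-3 and 0.100 in CT1258. This did not hold for each group, as the PDA-66 24 h replicates of LNCaP were 0.888 apart and those of PC-3 1.01. The sample farthest from its group was LNCaP PDA-66 12 h replicate 2, at a mean distance of 2.19 from the other two, which were 0.92 apart. Without it, 261 DEGs were found after 12 h and 105 after 24 h. The choice of the test changed these counts most: limma voom with sample quality weights, which gives less weight to samples that differ from their group, gave 1831 and 1473 DEGs. On simulated counts with the spread of LNCaP, 163 of 200 genes with a log2 fold change of 2 were found after 12 h and 165 of 200 after 24 h. These changed genes were drawn from those above the median CPM, and no simulated replicate deviated as PDA-66 12 h replicate 2 did. The share found may thus not hold for the real samples.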

In the LNCaP cell line, there were only up to 479 DEGs. Therefore, we focused on LNCaP for the KEGG pathway analysis (Table 2) with corresponding PC-3 and CT1258 values in comparison. 

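Enrichment was tested with a one-sided Fisher's exact test for the KEGG pathways cell cycle, DNA replication, p53 signaling pathway, Fanconi anemia pathway, base excision repair and mismatch repair. The background was all genes tested in the cell line, and the p-values of the 36 tests were adjusted by the Benjamini-Hochberg method. The LNCaP tests among them had no pathway DEG to count, which raised the adjusted p-values of the others. Calls near the threshold may depend on this, such as cell cycle in PC-3 after 12 h (unadjusted p = 0.0249, Fisher's exact test). The same holds for the Fanconi anemia pathway in CT1258 after 12 h (unadjusted p = 0.0242, Fisher's exact test). Cell cycle genes were enriched in CT1258, with 66 DEGs among 104 genes after 12 h (63.5%, compared with 44.3% of all genes, adjusted p = 0.000741 from Fisher's exact test). After 24 h, there were 56 (53.8%, compared with 33.8%, adjusted p = 0.000338 from Fisher's exact test). In PC-3, 35 of 119 cell cycle genes were DEGs after 24 h (29.4%, compared with 19.3%, adjusted p = 0.0235 from Fisher's exact test) and 43 after 12 h (36.1%, compared with 27.6%, adjusted p = 0.0748 from the same test). Of the 35 DNA replication genes of PC-3, 17 were DEGs after 12 h (adjusted p = 0.0259, Fisher's exact test) and 19 after 24 h (adjusted p = 0.000155, Fisher's exact test). The corresponding numbers in CT1258 were 17 and 11 of 31 genes, with adjusted p-values of 0.3015 and 0.763 from Fisher's exact test. The p53 signaling pathway was enriched in CT1258, with 36 and 28 of 51 genes (adjusted p = 0.00118 and 0.00781, Fisher's exact test). In PC-3, 24 and 16 of its 61 genes were DEGs (adjusted p = 0.0841 and 0.240, Fisher's exact test). The Fanconi anemia pathway was enriched after 24 h, with 20 of 48 genes in PC-3 and 26 of 43 in CT1258 (adjusted p = 0.00185 for both, Fisher's exact test). Base excision repair and mismatch repair were enriched in 0 of the 6 comparisons, where the unadjusted p-value was under 0.05 in 2 and 2 of them. None of the pathway genes was a DEG in LNCaP, where this test therefore had nothing to count. Most of the pathway DEGs were higher after PDA-66, for example 52 of the 66 cell cycle genes of CT1258 after 12 h and 33 of the 43 of PC-3. The split was more even in CT1258 for p53 signaling (21 of 36 higher after 12 h and 16 of 28 after 24 h). For base excision repair in CT1258, it was 8 of 16 and 4 of 8.
These results depended on the test behind the DEGs. With the edgeR likelihood ratio test, cell cycle and DNA replication were enriched in 5 of the 6 comparisons each, and the Fanconi anemia pathway in all 6. The quasi-likelihood test gave 3, 2 and 2. Without LNCaP PDA-66 12 h replicate 2, cell cycle was enriched in 6 comparisons and DNA replication and the Fanconi anemia pathway in 4. The members of the pathways were written from general knowledge, since the KEGG release behind Table 2 was not at hand. Of the 124 cell cycle genes, 108 were listed in the table of CT1258, and of the 69 p53 signaling genes 54.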

Cell cycle, DNA replication and p53 signaling pathway were the only KEGG pathways significantly enriched (FDR < 0.05) in all three cell lines. 

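The genes of Figure 6 were tested with the thresholds given above. In PC-3, 28 of the 38 genes were DEGs after 12 h and 28 after 24 h. CT1258 had 27 and 23 DEGs among the 37 of these genes that were tested, as IGFBP3 did not pass the filter on low counts. The number was 0 in LNCaP, where 38 genes after 12 h and 26 after 24 h had an adjusted p-value under 0.05. Counted over the 6 comparisons, 23 of the 38 genes had at least 3 significant values. With the edgeR likelihood ratio test, the count was 38, and 7 when an absolute log2 fold change of at least 1 was required in addition. The count was 30 without LNCaP PDA-66 12 h replicate 2. When the p-values were adjusted over the list alone, 31 and 31 genes of PC-3, 31 and 18 of LNCaP and 28 and 24 of CT1258 were under 0.001. The paper chose the list on these samples, so the numbers over the list alone are not independent evidence.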

Within these three pathways, 38 genes showed at least three significant values compared to the corresponding controls for the six analyzed groups and were further analyzed (Figure 6). 

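The log2 fold changes of the 38 genes were above 0 for 35 and 34 genes in PC-3 (12 h and 24 h), for 35 and 35 in LNCaP and for 27 and 27 of 37 in CT1258. Their median was 0.88 and 0.85 in PC-3, 1.46 and 1.21 in LNCaP and 0.61 and 0.51 in CT1258. Between 2 cell lines, 28 to 37 genes changed in the same direction. The order of the fold changes was less similar, with a median Spearman's rho across genes of 0.239 over the 12 pairs of comparisons from different cell lines (-0.0206 to 0.47, SD 0.154). Genes are not independent replicates, so no p-value is given for rho. Leaving out LNCaP PDA-66 12 h replicate 2 moved the median rho most, to 0.292. Within a cell line, rho between 12 h and 24 h was 0.882 in PC-3, 0.611 in LNCaP and 0.831 in CT1258. Both time points share their controls, and in 1000 simulations of unchanged groups against these controls rho was 0.563 on average in PC-3 (0.324 to 0.764), 0.467 in LNCaP (0.159 to 0.713) and 0.427 in CT1258 (0.136 to 0.686). The value of LNCaP thus lay within the range of unchanged groups. The difference in the response itself was tested with an interaction term in 1 edgeR quasi-likelihood fit over the 11746 genes shared by the tables. That fit shared its dispersion over the cell lines, although the biological coefficient of variation was larger in LNCaP (0.240, against 0.0972 and 0.100). Its p-values for differences with LNCaP may therefore be too small. The response of 33 of the 38 genes differed between at least 1 pair of cell lines at an adjusted p-value under 0.05. Between LNCaP and CT1258, 24 genes differed after 12 h and 20 after 24 h. PC-3 and LNCaP differed for 19 and 5 genes, and PC-3 and CT1258 for 13 and 17.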

The fold change pattern was highly consistent between the six groups. Within the relevant 38 genes, only five genes were inconsistent in the direction of their deregulation (upregulated vs. downregulated) across the three cell lines.

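Among these genes, 4 were DEGs in opposite directions in different cell lines, namely CDKN2C, MCM2, MCM5 and RNASEH2A. CDKN2C was lower in PC-3, with a log2 fold change of -0.53 (standard error 0.094, adjusted p = 0.000342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) after 12 h, and higher in CT1258 with 0.85 (adjusted p = 6.66e-05 from the same edgeR test). The PC-3 value lost significance in 4 of the 6 fits that left out 1 sample, with an adjusted p-value from edgeR of up to 0.00340 without sample P12-2. A long non-coding RNA overlaps 20.4% of the exon bases of CDKN2C on the opposite strand. RNASEH2A rose in PC-3, by a log2 fold change of 0.84 after 12 h and 1.10 after 24 h, and fell by 0.93 and 0.51 in CT1258, where the 24 h value was -0.32 without DMSO replicate 2. Of its exon bases, 53.3% are shared with THSD8 on the same strand, so that its counts in the human cell lines are uncertain. MCM5 rose in PC-3 after 24 h (0.77) and fell by 0.66 in CT1258. Its decrease in CT1258 was no longer significant without replicate 2 (adjusted p = 0.00267) or replicate 3 (adjusted p = 0.00176) of the PDA-66 24 h group in the edgeR quasi-likelihood test. MCM2 rose in PC-3 (0.72) and fell by 0.53 in CT1258 after 24 h, and its increase in PC-3 was not significant without replicate 1 (adjusted p = 0.00112) or replicate 3 (adjusted p = 0.00118) of the PDA-66 24 h group in the edgeR quasi-likelihood test. An overlapping transcript covers 23.6% of the exon bases of MCM2. By the sign of the log2 fold change alone, in any of the 6 comparisons, 11 genes had both directions. These were the 4 genes and CDC20, GADD45A, LIG1, MCM3, PKMYT1, RFC2 and SFN. Among values with an adjusted p-value under 0.05, 7 genes had both directions.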

**Table 1:** Number of differentially expressed genes (DEGs) in treated prostate carcinoma cell lines compared to control samples.

**Cell line**	**Application**	**DEGs**
PC-3	15 μM PDA-66, 12 h	5,198
LNCaP	15 μM PDA-66, 12 h	479
CT1258	15 μM PDA-66, 12 h	5,316
PC-3	15 μM PDA-66, 24 h	4,013
LNCaP	15 μM PDA-66, 24 h	205
CT1258	15 μM PDA-66, 24 h	4,289

**Table 2:** KEGG pathways in LNCaP cells with an FDR < 0.05 and the corresponding values of these pathways in PC-3 and CT1258 cells after 12 h **(A)** and 24 h **(B)** of PDA-66 exposure.

**(A)**	**LNCaP**		**PC-3**		**CT1258**	
**KEGG pathways, 12 h PDA-66**	**Genes**	**FDR**	**Genes**	**FDR**	**Genes**	**FDR**
Cell cycle	29	4.99E-18	54	8.79E-04	69	2.87E-09
DNA replication	14	3.29E-11	23	1.82E-04	22	1.99E-03
p53 signaling pathway	10	7.24E-04	30	2.98E-02	38	1.49E-05
Fanconi anemia pathway	9	8.06E-04	23	1.60E-01	32	8.51E-06
Retinol metabolism	8	1.88E-02				
Base excision repair	6	1.96E-02	16	1.84E-01	20	8.62E-03
Pyrimidine metabolism	10	2.00E-02	35	7.51E-01	44	3.77E-03
Progesterone-mediated oocyte maturation	9	2.46E-02			45	7.43E-05
Mismatch repair	5	3.46E-02	11	5.62E-01	17	6.13E-04
**(B)**	**LNCaP**		**PC-3**		**CT1258**	
**KEGG pathways, 24 h PDA-66**	**Genes**	**FDR**	**Genes**	**FDR**	**Genes**	**FDR**
Cell cycle	14	6.44E-08	46	1.16E-03	54	1.01E-11
Retinol metabolism	7	2.18E-03				
DNA replication	5	1.36E-02	24	5.55E-07		
p53 signaling pathway	6	2.02E-02	21	5.88E-01	27	4.16E-05
Metabolism of xenobiotics by cytochrome P450	6	3.12E-02				
Chemical carcinogenesis	6	4.35E-02				

*Missing values showed no enrichment of genes for this pathway*.

**Figure 6:**
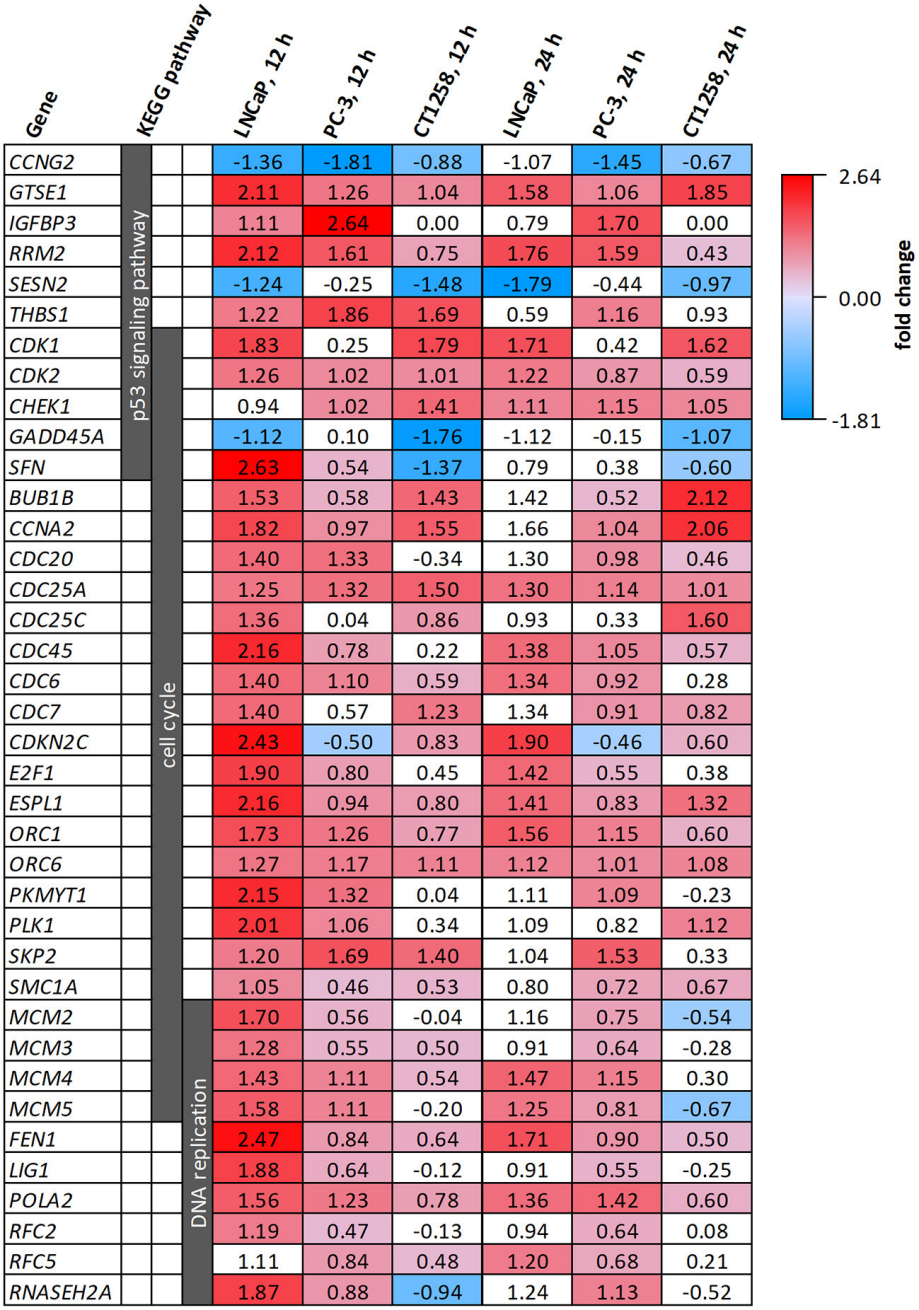
DEGs belonging to the KEGG pathways p53 signaling pathway, cell cycle and DNA replication after PDA-66 exposure. Numbers given for each gene are the fold changes expressed as logarithmized ratios (base 2) in the PCa cell lines after 12 and 24 h. Values highlighted in red or blue indicate significantly higher or lower expression compared to the DMSO control. Non-highlighted values were not significantly different (FDR ≥ 0.001).

## Discussion

In the present study, the effects of PDA-66 and PDA-377, two indolylmaleimide derivatives, were comparatively evaluated on three prostate carcinoma cell lines with a diverse genetic background. The human PC-3 and LNCaP cells are among the most used and best described PCa cell lines (34, 35), both established from metastatic adenocarcinomas. While PC-3 is androgen-independent (36), LNCaP is described as androgen-sensitive (37, 38). Well-characterized canine PCa cell lines are rare. Herein, CT1258 was used, a canine cell line derived by our working group from a metastatic adenocarcinoma, which has been previously established and characterized (26, 39–42).

Both PDA derivatives caused two distinct morphological changes in all tested cell lines. Live cell imaging and May-Grünwald-Giemsa staining revealed clear apoptotic features through observed pyknosis and karyorrhexis in May-Grünwald-Giemsa staining as well as the formation of apoptotic bodies in live cell imaging. These features match the proposed mechanism of induced mitotic arrest and subsequent MD. Secondly, some enlarged multinucleated cells formed. Cells can overcome the mitotic arrest before MD is triggered; a process known as slippage. After DNA replication in the S phase and escaping the mitotic arrest, these cells fail cytokinesis and/or the equal distribution of chromosomes, leading to enlarged multi-nucleated cells similar to those we observed (22, 43, 44).

Proliferation was measured via BrdU assay to quantify growth inhibition seen in live cell imaging. PDA-66 caused significant and dose-dependent anti-proliferative effects in all tested PCa cell lines. The herein demonstrated doses to inhibit proliferation significantly by at least 50% were between 5 and 10 μM PDA-66 within 72 h. The analyzed PCa cell lines were slightly less sensitive compared to other neoplastic cell lines like human neuroblastoma, human acute lymphoblastic leukemia or canine lymphoma (15–17). Consistent with live cell imaging movies, a significant reduction in total cell count and induction of apoptosis were separately quantified after PDA-66 incubation in all cell lines.

PDA-377 also induced anti-proliferative effects in all tested cell lines. However, for both human cell lines, the inhibition of proliferation was limited and most likely dose-independent, as a comparable decrease in proliferation was measured for almost all tested concentrations after 48 h. The proliferative index did not drop below 50%. In the canine cell line, the proliferation inhibition was clearly dose-dependent. After a 72 h incubation period, the proliferative index dropped below 10% with an IC50 of 3.14 μM. PDA-377 may be suitable for the treatment of prostate cancer in dogs. Nevertheless, no further testing with this substance was conducted, as the limited effect on the human cell lines contradicts the cross-species approach with dogs as a model to generate transferable findings to the benefit of both species.

To confirm whether MD takes place, whole transcriptome sequencing was conducted. The transcriptome analysis revealed the KEGG pathways cell cycle, p53 signaling pathway and DNA replication to be the only pathways with an enrichment of genes across the three PCa cell lines exposed to PDA-66. Other known microtubule-depolymerizing agents, like *Vinca* alkaloids or colchicine-binding site drugs, lead to failures in mitotic spindle formation and therefore chromosome segregation, which triggers the spindle assembly checkpoint (SAC; mitotic checkpoint). SAC activation causes mitotic arrest in the metaphase of the M phase of the cell cycle. 

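BUB1B (chromosome 15, 40453224 to 40513324 in GRCh37) encodes the checkpoint kinase BUBR1. In PC-3, it rose from 55.2 ± 4.25 CPM (SD, n = 2) to 80.7 ± 1.33 CPM (SD, n = 3) after 12 h. The log2 fold change was 0.55 (standard error 0.095, adjusted p = 0.000296) after 12 h and 0.48 (0.095, adjusted p = 0.00105) after 24 h, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 12 h value lost significance without any single sample of that group, with adjusted p-values of up to 0.00206 from edgeR without sample P12-1. In LNCaP, the log2 fold changes of BUB1B were 1.51 and 1.41 (adjusted p = 0.0273 and 0.0598, edgeR), and in CT1258 1.45 and 2.13 (adjusted p = 1.03e-08 and 7.80e-10, edgeR). PAK6 shares 5.38% of the exon bases of BUB1B.
CDC20 (chromosome 1, 43824652 to 43828874) rose in PC-3 by a log2 fold change of 1.29 (standard error 0.26, adjusted p = 0.000920, edgeR) after 12 h. Leaving out any sample of the PC-3 PDA-66 12 h group, or replicate 2 of the 24 h group, raised this adjusted p-value above 0.001, to at most 0.00267 in the edgeR test. After 24 h, its log2 fold change in PC-3 was 0.95 (adjusted p = 0.00835, edgeR), and 1.18 (adjusted p = 0.000974, edgeR) without PDA-66 24 h replicate 1. In LNCaP, 1.39 and 1.29 were found (adjusted p = 0.0250 and 0.0564, edgeR). In CT1258, CDC20 was lower after 12 h, from 382 ± 70.5 CPM (SD, n = 3) to 305 ± 11.3 CPM (SD, n = 3), and higher after 24 h, with log2 fold changes of -0.33 and 0.47 (adjusted p = 0.0194 and 0.00253, edgeR). Without DMSO replicate 2 of CT1258, these were -0.17 and 0.62 (adjusted p = 0.0327 and 9.25e-08, edgeR).
CDK1 (chromosome 10, 62538089 to 62554610) had log2 fold changes of 0.21 and 0.39 in PC-3 (adjusted p = 0.249 and 0.0513, edgeR), where the PDA-66 and control samples overlapped. Without sample P12-1, the 12 h value of PC-3 was 0.14, and without PDA-66 24 h replicate 1, its 24 h value was 0.22. CDK1 rose by 1.82 and 1.7 in LNCaP (adjusted p = 0.0150 and 0.0361, edgeR) and by 1.81 and 1.63 in CT1258 (adjusted p = 2.58e-08 and 9.87e-08, edgeR). The interaction of CDK1 and of the other genes with the cell line is part of the test over the 38 genes described above. MAD2 is listed as MAD2L1 (chromosome 4, 120976778 to 120988013), which the table of CT1258 does not list. MAD2L1 had log2 fold changes of 0.44 and 0.69 in PC-3 (adjusted p = 0.0103 and 0.000741, edgeR) and 0.99 and 0.89 in LNCaP (adjusted p = 0.0982 and 0.182, edgeR). Without DMSO replicate 1 of LNCaP, these were 1.54 and 1.45. Its PC-3 value after 24 h was not significant in 5 of the 6 fits without 1 sample, with an adjusted p-value from edgeR of up to 0.00422 without PDA-66 24 h replicate 2.

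**Figure D2:**
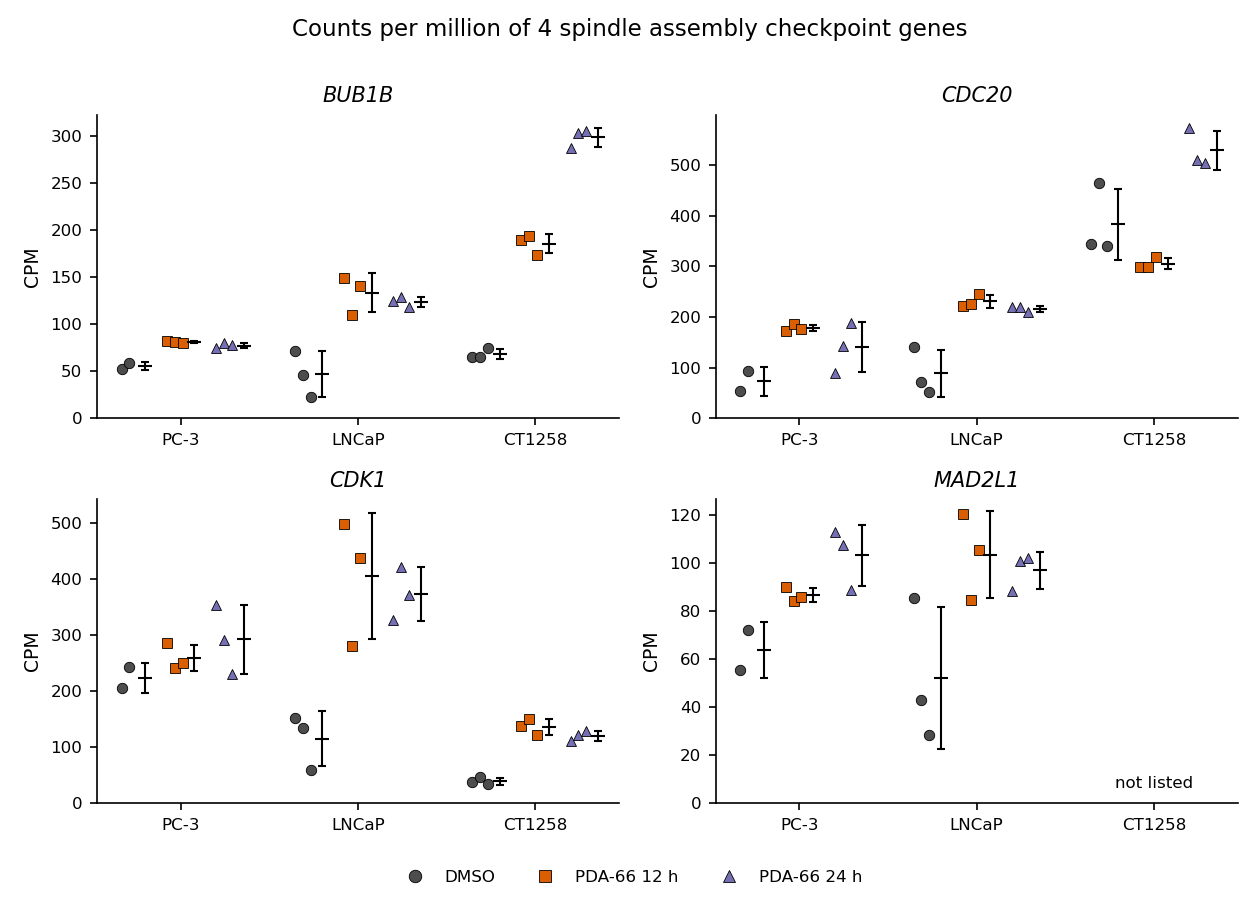
CPM of BUB1B, CDC20, CDK1 and MAD2L1 in each sample of the DMSO, PDA-66 12 h and PDA-66 24 h groups of the 3 cell lines. Points are samples, the horizontal mark is the mean of a group and the bar its SD; CDC20 in CT1258 has a mean of 382 CPM in the DMSO group and 305 CPM after 12 h.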

Within the enriched KEGG cell cycle pathway, several important genes involved in SAC are upregulated after PDA-66 exposure, e.g., *BUB1B, CDC20, CDK1*, and *MAD2*. These DEGs are commonly involved in MD (20, 21, 45, 46).

MD resembles intrinsic apoptosis, and p53 and its pathway play a major role in most cells undergoing MD (19, 21, 46). 

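CDK2 (chromosome 12, 56360565 to 56366573 in GRCh37) was a DEG in PC-3 and CT1258 at both time points. In PC-3, it rose from 84.4 ± 8.08 CPM (SD, n = 2) to 168 ± 9.17 CPM (SD, n = 3) after 12 h and 151 ± 16.4 CPM after 24 h. The log2 fold changes were 0.99 (standard error 0.11, adjusted p = 1.05e-05) and 0.84 (0.11, adjusted p = 6.54e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CT1258, they were 1.03 (standard error 0.095, adjusted p = 5.51e-07) and 0.60 (0.097, adjusted p = 0.000124) from the same edgeR test. The latter lost significance without PDA-66 24 h replicate 3 (0.55, adjusted p = 0.00135, edgeR). CDK2 rose from 60.3 ± 15.2 CPM (SD, n = 3) to 144 ± 14.8 CPM (SD, n = 3) after 12 h in LNCaP, with log2 fold changes of 1.25 and 1.204 (adjusted p = 0.00871 and 0.0240, edgeR). Without LNCaP PDA-66 12 h replicate 2, the 12 h value was 1.34 (adjusted p = 0.000780, edgeR). Every PDA-66 sample of the 3 cell lines had a higher CPM of CDK2 than every control of its cell line. A long non-coding RNA on the opposite strand overlaps 14.5% of the exon bases of CDK2.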

Little is known about the downstream targets of SAC that trigger MD following a prolonged mitotic arrest (20), but the upregulated cyclin-dependent kinases CDK1 and CDK2, normally known for cell cycle progression, are directly linked with apoptosis after stress events like a mitotic arrest (47, 48).

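Transcripts of the S phase were compared as a list of 43 genes, of which 39 were tested in CT1258, and DNA replication as the KEGG pathway with 35 genes tested in the human cell lines and 31 in CT1258. A list of genes of the G2/M phase was set beside them (53 genes in the human cell lines, 47 in CT1258). Each list was compared with all other genes by limma's camera test with a preset correlation of 0.01, adjusted over 9 lists and 6 comparisons. The median log2 fold change of the S phase list was 0.88 and 0.89 in PC-3 (12 h and 24 h), with 42 of 43 genes higher at either time point (adjusted p = 1.04e-12 and 4.49e-16, limma's camera test). It was 1.16 and 1.06 in LNCaP, with 42 and 43 genes higher (adjusted p = 1.28e-21 and 8.81e-29, limma's camera test). In CT1258, it was 0.96 and 0.58, with 34 of 39 genes higher at both time points (adjusted p = 5.25e-09 and 2.98e-06, limma's camera test). The median of the DNA replication list was 0.57 and 0.61 in PC-3 and 0.95 and 0.91 in LNCaP (adjusted p of at most 1.65e-06, limma's camera test). CT1258 had 0.50 and 0.23 (adjusted p = 0.00239 and 0.101, limma's camera test). Without DMSO replicate 2 of CT1258, the latter was 0.33 (adjusted p = 0.0167, limma's camera test). The G2/M list rose by 0.44 and 0.53 in PC-3, 1.33 and 1.19 in LNCaP and 1.28 and 1.67 in CT1258 (adjusted p of at most 1.26e-06, limma's camera test). Between 12 h and 24 h in CT1258, the S phase list fell by 0.31 and the G2/M list rose by 0.39 (adjusted p = 2.87e-09 and 1.35e-10, limma's camera test). Here the p-values were adjusted over the 9 lists and 3 cell lines of this comparison. In LNCaP, limma's camera test called the G2/M list the other way (-0.14, adjusted p = 0.0303). Limma's fry test, described below, did not call it (adjusted p = 0.865), so this change stays open. The S phase list was not called there (0.03, adjusted p = 0.683, same camera test). In PC-3, neither the S phase nor the G2/M list was called (0.02 and 0.01, adjusted p = 0.669 and 0.900, same camera test).
Of all 54 tests, 31 were under 0.05. With limma's fry test, which takes the correlation between genes from the samples, all of the S phase, DNA replication and G2/M results for PDA-66 against DMSO were under 0.05, with the DNA replication list of CT1258 after 24 h in addition. Between 12 h and 24 h, limma's fry test called the S phase and G2/M lists in CT1258 (adjusted p = 0.00588 and 0.00181) and neither in PC-3 or LNCaP. With a correlation estimated from the data, 0 of the 54 tests were under 0.05. Whether the lists respond differently in the cell lines was not tested. Of the 10 ways to split the 6 LNCaP samples behind the 12 h comparison into groups of 3, 4 called as many lists as the real groups or more, the real groups included.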

Interestingly, there was also an upregulation of genes involved in G1/S phase cell cycle progression and DNA replication, especially within the two human cell lines. Given the M phase cell cycle arrest induced by SAC, an enrichment of S phase transcripts is unexpected. Moreover, G1/S phase transcripts were downregulated in canine lymphoma cell lines after PDA-66 exposure (17). However, formation of enlarged multinuclear cells, as observed in the PCa cell lines, has not been described for these lymphoma cells post PDA-66 incubation. These multinuclear cells have three possible fates: Post-slippage cell death (before re-entering mitosis), senescence or further proliferation (43, 49, 50). Senescent polyploid cells, locked in the next interphase after slippage, might be an explanation for the enrichment of G1/S phase transcripts seen in the PCa cell lines after PDA-66 application. For example, tumor suppressor *BRCA1* was significantly upregulated compared to the controls in all PCa cell line samples post PDA-66 exposure (data not shown), a gene that plays an important role in interphase checkpoint activation (51).

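BRCA1 (chromosome 17, 41196312 to 41322262 in GRCh37) was a DEG in PC-3 and CT1258 at both time points. In PC-3, it rose from 45.4 ± 0.0622 CPM (SD, n = 2) to 74.4 ± 0.735 CPM (SD, n = 3) after 12 h and 87.5 ± 9.34 CPM after 24 h. This was a log2 fold change of 0.71 (standard error 0.11, adjusted p = 9.49e-05) and 0.95 (0.11, adjusted p = 1.56e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CT1258 had log2 fold changes of 1.81 (standard error 0.12, adjusted p = 3.43e-08) and 1.25 (0.12, adjusted p = 1.66e-06) from the same edgeR test. In LNCaP, BRCA1 rose from 60.3 ± 22.9 CPM (SD, n = 3) to 148 ± 33.2 CPM (SD, n = 3) after 12 h and 150.0 ± 4.88 CPM after 24 h. Its log2 fold changes of 1.299 and 1.31 (standard error 0.27 for both) had adjusted p-values of 0.0206 and 0.0383 from edgeR's quasi-likelihood test. With the edgeR likelihood ratio test, the adjusted p-values were 0.000290 and 0.000462, and over all alternatives they were between 3.00e-06 and 0.218 after 12 h and between 1.01e-06 and 0.165 after 24 h. Every PDA-66 sample of the 3 cell lines had a higher CPM of BRCA1 than every control of its cell line. The paper proposes that the transcripts of the G1/S phase might come from senescent polyploid cells that stay in the interphase following mitotic slippage. It names BRCA1 as an example because of its role in checkpoints of the interphase.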

The observed morphological changes and the transcriptome analysis match other anti-mitotic drugs causing MD. While most cells die as a result of this intrinsic cell death, some cells remain in a polyploid state after mitotic slippage. These cells are usually senescent and therefore incapable of further proliferation. However, they bear the risk of reinforcing the tumor, as their potential proliferation can lead to aneuploid cells, a hallmark of cancer (43, 49, 50, 52). The selection of aneuploid karyotypes promotes aneuploidy tolerance, a major driving force in cancer evolution and drug resistance (46, 52). Docetaxel, the first-line treatment for castration-resistant prostate cancer in men, is also an anti-mitotic drug causing microtubule perturbations. Similar to PDA-66, treating PC-3 cells with Docetaxel generates multinucleated polyploid cells, which have been linked to clinical relapse and chemoresistance (53). While slippage limits the effectiveness of anti-microtubule drugs, these substances have been proven successful in clinics and are commonly used in a variety of malignancies in addition to PCa (18, 20, 49, 50).

PCa cell lines of human and canine origin showed comparable cellular and molecular reactions, including significant inhibition of proliferation and induced apoptosis after PDA-66 incubation. Furthermore, efficacy of PDA-66 was not influenced by the androgen status of the cell line. As PDA-66 mediates its effects in a hormone-independent manner through microtubule destabilization, the compound is suitable to be used in androgen-dependent as well as -independent PCa subtypes. Based on the findings of this study, PDA-66 appears to be a worthwhile agent for further evaluation and potential treatment of PCa in dogs and, if successfully introduced, also in humans.

The cellular and molecular *in vitro* characterization of PDA-66 effects on PCa cells encourage, as a next step, to initiate an early clinical trial in dogs to evaluate the compound in naturally occurring PCa in the presence of an immune system. First, however, a pharmacokinetic study in dogs needs to be performed. An early study in mice revealed that *i.p*. application of 100 mg/kg PDA-66 once per day was well-tolerated (17). The value for humans will be enhanced by the fact that dogs have several advantages over laboratory models, e.g., mice for comparative pharmacokinetics, as dogs represent an outbred non-immunodeficient model population. As companion animals, dogs are exposed to the same environmental risk factors as humans and the parallel evolution of humans and dogs led to a more similar genomic organization compared to rodents (54–57). Treatment of spontaneously occurring PCa in dogs can provide additional valuable information that can benefit both humans and dogs.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162832.

## Author Contributions

JS carried out partial BrdU assay, May-Grünwald-Giemsa staining, cell treatment and RNA extraction for whole transcriptome analysis, performed data analysis, interpretation and visualization, and drafted the manuscript. IN provided the resources for all cellular analyses, supervised the study, and revised the manuscript. JB performed transcriptomic sequencing and revised the manuscript. DJ carried out partial BrdU assay, live cell imaging, cell count, and flow cytometry analyses. CR helped with primary study design. AP-D synthesized the PDA compounds. AR participated in initial compound generation. LH evaluated the May-Grünwald-Giemsa staining. MB supervised PDA compound design and synthesis. BB and ES provided the resources for the transcriptomic analysis and supervised the transcriptomic work packages. CJ and HM performed the primary study design. In addition, HM supervised the study and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The handling editor declared a past co-authorship with one of the authors HM.

## Abbreviations

PCa: prostate cancer
MD: mitotic death
DEG: differentially expressed gene
SAC: spindle assembly checkpoint.

## References

[1] BrayFFerlayJSoerjomataramISiegelRLTorreLAJemalA. Global cancer statistics 2018: globocan estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin. (2018) 68:394–424. 10.3322/caac.2149230207593

[2] KirbyMHirstCCrawfordED. Characterising the castration-resistant prostate cancer population: a systematic review. Int J Clin Prac. (2011) 65:1180–92. 10.1111/j.1742-1241.2011.02799.x21995694

[3] AttardGParkerCEelesRASchroderFTomlinsSATannockI Prostate cancer. Lancet. (2016) 387:70–82. 10.1016/S0140-6736(14)61947-426074382

[4] HoangDTIczkowskiKAKilariDSeeWNevalainenMT. Androgen receptor-dependent and -independent mechanisms driving prostate cancer progression: opportunities for therapeutic targeting from multiple angles. Oncotarget. (2017) 8:3724–45. 10.18632/oncotarget.1255427741508PMC5356914

[5] VlachostergiosPJPucaLBeltranH. Emerging variants of castration-resistant prostate cancer. Curr Oncol Rep. (2017) 19:32. 10.1007/s11912-017-0593-628361223PMC5479409

[6] RowellJLMcCarthyDOAlvarezCE. Dog models of naturally occurring cancer. Trends Mol Med. (2011) 17:380–8. 10.1016/j.molmed.2011.02.00421439907PMC3130881

[7] PinhoSSCarvalhoSCabralJReisCAGartnerF. Canine tumors: a spontaneous animal model of human carcinogenesis. Transl Res. (2012) 159:165–72. 10.1016/j.trsl.2011.11.00522340765

[8] SchrankMRomagnoliS. Prostatic neoplasia in the intact and castrated dog: how dangerous is castration? Animals. (2020) 10:85. 10.3390/ani1001008531948021PMC7022700

[9] CornellKKBostwickDGCooleyDMHallGHarveyHJHendrickMJ. Clinical and pathologic aspects of spontaneous canine prostate carcinoma: a retrospective analysis of 76 cases. Prostate. (2000) 45:173–83. 10.1002/1097-0045(20001001)45:2<173::AID-PROS12>3.0.CO;2-R11027417

[10] RaviciniSBainesSJTaylorAAmores-FusterIMasonSLTreggiariE. Outcome and prognostic factors in medically treated canine prostatic carcinomas: a multi-institutional study. Vet Comp Oncol. (2018) 16:450–8. 10.1111/vco.1240029806232

[11] BennettTCMatzBMHendersonRAStrawRCLiptakJMSelmicLE. Total prostatectomy as a treatment for prostatic carcinoma in 25 dogs. Vet Surg. (2018) 47:367–77. 10.1111/vsu.1276829400404

[12] PalmieriCLeanFZAkterSHRomussiSGriecoV. A retrospective analysis of 111 canine prostatic samples: histopathological findings and classification. Res Vet Sci. (2014) 97:568–73. 10.1016/j.rvsc.2014.11.00625468798

[13] LeroyBENorthrupN. Prostate cancer in dogs: comparative and clinical aspects. Vet J. (2009) 180:149–62. 10.1016/j.tvjl.2008.07.01218786842

[14] Reimann-BergNWillenbrockSMurua EscobarHEberleNGerhauserIMischkeR. Two new cases of polysomy 13 in canine prostate cancer. Cytogenetic Genome Res. (2011) 132:16–21. 10.1159/00031707720668368

[15] EisenloffelCSchmoleACPews-DavtyanABrennfuhrerAKuznetsovSAHubnerR. Interference of a novel indolylmaleimide with microtubules induces mitotic arrest and apoptosis in human progenitor and cancer cells. Biochem Pharmacol. (2013) 85:763–71. 10.1016/j.bcp.2012.12.01323274302

[16] KretzschmarCRoolfCLanghammerTSSekoraAPews-DavtyanABellerM. The novel arylindolylmaleimide PDA-66 displays pronounced antiproliferative effects in acute lymphoblastic leukemia cells. BMC Cancer. (2014) 14:71. 10.1186/1471-2407-14-7124502201PMC3922486

[17] LiuWBeckJSchmidtLCRoolfCPews-DavtyanARutgenBC. Characterization of the novel indolylmaleimides' PDA-66 and PDA-377 effect on canine lymphoma cells. Oncotarget. (2016) 7:35379–89. 10.18632/oncotarget.929727177088PMC5085236

[18] FieldJJKanakkantharaAMillerJH. Microtubule-targeting agents are clinically successful due to both mitotic and interphase impairment of microtubule function. Bioorganic Med Chem. (2014) 22:5050–9. 10.1016/j.bmc.2014.02.03524650703

[19] GalluzziLVitaleIAaronsonSAAbramsJMAdamDAgostinisP. Molecular mechanisms of cell death: recommendations of the nomenclature committee on cell death 2018. Cell Death Differ. (2018) 25:486–541. 10.1038/s41418-018-0102-y29362479PMC5864239

[20] RuanWLimHHSuranaU. Mapping mitotic death: functional integration of mitochondria, spindle assembly checkpoint and apoptosis. Front Cell Dev Biol. (2018) 6:177. 10.3389/fcell.2018.0017730687704PMC6335265

[21] DenisenkoTVSorokinaIVGogvadzeVZhivotovskyB. Mitotic catastrophe and cancer drug resistance: a link that must to be broken. Drug Resist Updates. (2016) 24:1–12. 10.1016/j.drup.2015.11.00226830311

[22] Mc GeeMM. Targeting the mitotic catastrophe signaling pathway in cancer. Mediat Inflamm. (2015) 2015:146282. 10.1155/2015/14628226491220PMC4600505

[23] GardnerHLFengerJMLondonCA. Dogs as a model for cancer. Ann Rev Anim Biosci. (2016) 4:199–222. 10.1146/annurev-animal-022114-11091126566160PMC6314649

[24] KaighnMENarayanKSOhnukiYLechnerJFJonesLW. Establishment and characterization of a human prostatic carcinoma cell line (PC-3). Invest Urol. (1979) 17:16–23.447482

[25] HoroszewiczJSLeongSSKawinskiEKarrJPRosenthalHChuTM. LNCaP model of human prostatic carcinoma. Cancer Res. (1983) 43:1809–18.6831420

[26] WinklerSMurua EscobarHEberleNReimann-BergNNolteIBullerdiekJ. Establishment of a cell line derived from a canine prostate carcinoma with a highly rearranged karyotype. J Heredity. (2005) 96:782–5. 10.1093/jhered/esi08515994418

[27] Pews-DavtyanATillackAOrtinauSRolfsABellerM. Efficient palladium-catalyzed synthesis of 3-aryl-4-indolylmaleimides. Organ Biomol Chem. (2008) 6:992–7. 10.1039/b719160j18327323

[28] SchmoleACBrennfuhrerAKarapetyanGJasterRPews-DavtyanAHubnerR. Novel indolylmaleimide acts as GSK-3beta inhibitor in human neural progenitor cells. Bioorgan Med Chem. (2010) 18:6785–95. 10.1016/j.bmc.2010.07.04520708937

[29] LiHDurbinR. Fast and accurate short read alignment with burrows-Wheeler transform. Bioinformatics. (2009) 25:1754–60. 10.1093/bioinformatics/btp32419451168PMC2705234

[30] LuoWFriedmanMSSheddenKHankensonKDWoolfPJ. GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinform. (2009) 10:161. 10.1186/1471-2105-10-16119473525PMC2696452

[31] RobinsonMDMcCarthyDJSmythGK. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. (2010) 26:139–40. 10.1093/bioinformatics/btp61619910308PMC2796818

[32] Huang daWShermanBTLempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. (2009) 4:44–57. 10.1038/nprot.2008.21119131956

[33] Huang daWShermanBTLempickiRA. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. (2009) 37:1–13. 10.1093/nar/gkn92319033363PMC2615629

[34] SobelRESadarMD Cell lines used in prostate cancer research: a compendium of old and new lines–part 2. J Urol. (2005) 173:360–72. 10.1097/01.ju.0000149989.01263.dc15643173

[35] CunninghamDYouZ. *In vitro* and *in vivo* model systems used in prostate cancer research. J Biol Methods. (2015) 2:e17. 10.14440/jbm.2015.6326146646PMC4487886

[36] KatsuokaYHoshinoHShiramizuMSakabeKSeikiK. Autoradiographic and cytochemical localization of androgen in human prostatic cancer cell lines. Urology. (1986) 28:228–31. 10.1016/0090-4295(86)90048-83489307

[37] BernsEMde BoerWMulderE. Androgen-dependent growth regulation of and release of specific protein(s) by the androgen receptor containing human prostate tumor cell line LNCaP. Prostate. (1986) 9:247–59. 10.1002/pros.29900903052946029

[38] LangelerEGvanUffelen CJBlankensteinMAvanSteenbrugge GJMulderE. Effect of culture conditions on androgen sensitivity of the human prostatic cancer cell line LNCaP. Prostate. (1993) 23:213–23. 10.1002/pros.29902303047694266

[39] ForkMAMurua EscobarHSollerJTSterenczakKAWillenbrockSWinklerS. Establishing an *in vivo* model of canine prostate carcinoma using the new cell line CT1258. BMC Cancer. (2008) 8:240. 10.1186/1471-2407-8-24018706092PMC2527616

[40] WillenbrockSWagnerSReimann-BergNMoulayMHewicker-TrautweinMNolteI. Generation and characterisation of a canine EGFP-HMGA2 prostate cancer *in vitro* model. PLoS ONE. (2014) 9:e98788. 10.1371/journal.pone.009878824914948PMC4051699

[41] LiuWMoulayMWillenbrockSRoolfCJunghanssCNgenazahayoA. Comparative characterization of stem cell marker expression, metabolic activity and resistance to doxorubicin in adherent and spheroid cells derived from the canine prostate adenocarcinoma cell line CT1258. Anticancer Res. (2015) 35:1917–27.25862843

[42] PackeiserEMHewicker-TrautweinMThiemeyerHMohrAJungingerJSchilleJT Characterization of six canine prostate adenocarcinoma and three transitional cell carcinoma cell lines derived from primary tumor tissues as well as metastasis. PLoS ONE. (2020) 15:e0230272 10.1371/journal.pone.023027232168360PMC7069630

[43] VitaleIGalluzziLCastedoMKroemerG. Mitotic catastrophe: a mechanism for avoiding genomic instability. Nat Rev Mol Cell Biol. (2011) 12:385–92. 10.1038/nrm311521527953

[44] CastedoMPerfettiniJLRoumierTAndreauKMedemaRKroemerG. Cell death by mitotic catastrophe: a molecular definition. Oncogene. (2004) 23:2825–37. 10.1038/sj.onc.120752815077146

[45] LondonNBigginsS. Signalling dynamics in the spindle checkpoint response. Nat Rev Mol Cell Biol. (2014) 15:736–47. 10.1038/nrm388825303117PMC4283840

[46] HaschkaMKarbonGFavaLLVillungerA. Perturbing mitosis for anti-cancer therapy: is cell death the only answer? EMBO Rep. (2018) 19:e45440. 10.15252/embr.20174544029459486PMC5836099

[47] ZhouLCaiXHanXXuNChangDC CDK1 switches mitotic arrest to apoptosis by phosphorylating Bcl-2/Bax family proteins during treatment with microtubule interfering agents. Cell Biol Int. (2014) 38:737–46. 10.1002/cbin.1025924677263

[48] MegyesiJTarcsafalviASengNHodeifyRPricePM. Cdk2 phosphorylation of Bcl-xL after stress converts it to a pro-apoptotic protein mimicking Bax/Bak. Cell Death Discov. (2016) 2:15066. 10.1038/cddiscovery.2015.6627226901PMC4877050

[49] NakayamaYInoueT. Antiproliferative fate of the tetraploid formed after mitotic slippage and its promotion; a novel target for cancer therapy based on microtubule poisons. Molecules. (2016) 21:663. 10.3390/molecules2105066327213315PMC6274067

[50] ChengBCrastaK. Consequences of mitotic slippage for antimicrotubule drug therapy. Endocr Relat Cancer. (2017) 24:T97–106. 10.1530/ERC-17-014728684541

[51] GoldsteinMKastanMB. Repair vs. checkpoint functions of BRCA1 are differentially regulated by site of chromatin binding. Cancer Res. (2015) 75:2699–707. 10.1158/0008-5472.CAN-15-040025939603PMC4548823

[52] SantaguidaSAmonA. Short- and long-term effects of chromosome mis-segregation and aneuploidy. Nat Rev Mol Cell Biol. (2015) 16:473–85. 10.1038/nrm402526204159

[53] MittalKDonthamsettySKaurRYangCGuptaMVReidMD. Multinucleated polyploidy drives resistance to docetaxel chemotherapy in prostate cancer. Br J Cancer. (2017) 116:1186–94. 10.1038/bjc.2017.7828334734PMC5418452

[54] VailDMMacEwenEG. Spontaneously occurring tumors of companion animals as models for human cancer. Cancer Invest. (2000) 18:781–92. 10.3109/0735790000901221011107448

[55] Axiak-BechtelSMMaitzCASeltingKABryanJN. Preclinical imaging and treatment of cancer: the use of animal models beyond rodents. Q J Nucl Med Mol Imaging. (2015) 59:303–16.26200223

[56] ParkJSWithersSSModianoJFKentMSChenMLunaJI. Canine cancer immunotherapy studies: linking mouse and human. J Immunother Cancer. (2016) 4:97. 10.1186/s40425-016-0200-728031824PMC5171656

[57] HansenKKhannaC. Spontaneous and genetically engineered animal models; use in preclinical cancer drug development. Eur J Cancer. (2004) 40:858–80. 10.1016/j.ejca.2003.11.03115120042

# Supplementary material for: PDA Indolylmaleimides Induce Anti-Tumor Effects in Prostate Carcinoma Cell Lines Through Mitotic Death
**Source:** Front Vet Sci. 2021 Jan 20;7:558135. doi: 10.3389/fvets.2020.558135
**Supplement:** Supplementary file 16

Supplementary Material

**Supplementary Movie 1.** Live cell imaging movie of DMSO-treated PC-3 cells (negative control) over 72 h.

**Supplementary Movie 2.** Live cell imaging movie of PC-3 cells incubated with 0.25 µM PDA-66 over 72 h.

**Supplementary Movie 3.** Live cell imaging movie of PC-3 cells incubated with 0.5 µM PDA-66 over 72 h.

**Supplementary Movie 4.** Live cell imaging movie of PC-3 cells incubated with 1 µM PDA-66 over 72 h.

**Supplementary Movie 5.** Live cell imaging movie of PC-3 cells incubated with 2.5 µM PDA-66 over 72 h.

**Supplementary Movie 6.** Live cell imaging movie of PC-3 cells incubated with 5 µM PDA-66 over 72 h.

**Supplementary Movie 7.** Live cell imaging movie of PC-3 cells incubated with 7.5 µM PDA-66 over 72 h.

**Supplementary Movie 8.** Live cell imaging movie of PC-3 cells incubated with 10 µM PDA-66 over 72 h.

**Supplementary Movie 9.** Live cell imaging movie of DMSO-treated LNCaP cells (negative control) over 72 h.

**Supplementary Movie 10.** Live cell imaging movie of LNCaP cells incubated with 0.25 µM PDA‑66 over 72 h.

**Supplementary Movie 11.** Live cell imaging movie of LNCaP cells incubated with 0.5 µM PDA-66 over 72 h.

**Supplementary Movie 12.** Live cell imaging movie of LNCaP cells incubated with 1 µM PDA-66 over 72 h.

**Supplementary Movie 13.** Live cell imaging movie of LNCaP cells incubated with 2.5 µM PDA-66 over 72 h.

**Supplementary Movie 14.** Live cell imaging movie of LNCaP cells incubated with 5 µM PDA-66 over 72 h.

**Supplementary Movie 15.** Live cell imaging movie of LNCaP cells incubated with 7.5 µM PDA-66 over 72 h.

**Supplementary Movie 16.** Live cell imaging movie of LNCaP cells incubated with 10 µM PDA-66 over 72 h.

**Supplementary Movie 17.** Live cell imaging movie of DMSO-treated CT1258 cells (negative control) over 72 h.

**Supplementary Movie 18.** Live cell imaging movie of CT1258 cells incubated with 0.25 µM PDA‑66 over 72 h.

**Supplementary Movie 19.** Live cell imaging movie of CT1258 cells incubated with 0.5 µM PDA-66 over 72 h.

**Supplementary Movie 20.** Live cell imaging movie of CT1258 cells incubated with 1 µM PDA-66 over 72 h.

**Supplementary Movie 21.** Live cell imaging movie of CT1258 cells incubated with 2.5 µM PDA-66 over 72 h.

**Supplementary Movie 22.** Live cell imaging movie of CT1258 cells incubated with 5 µM PDA-66 over 72 h.

**Supplementary Movie 23.** Live cell imaging movie of CT1258 cells incubated with 7.5 µM PDA-66 over 72 h.

**Supplementary Movie 24.** Live cell imaging movie of CT1258 cells incubated with 10 µM PDA-66 over 72 h.

**Supplementary Movie 25.** Live cell imaging movie of DMSO-treated PC-3 cells (negative control) over 72 h.

**Supplementary Movie 26.** Live cell imaging movie of PC-3 cells incubated with 0.25 µM PDA-377 over 72 h.

**Supplementary Movie 27.** Live cell imaging movie of PC-3 cells incubated with 0.5 µM PDA-377 over 72 h.

**Supplementary Movie 28.** Live cell imaging movie of PC-3 cells incubated with 1 µM PDA-377 over 72 h.

**Supplementary Movie 29.** Live cell imaging movie of PC-3 cells incubated with 2.5 µM PDA-377 over 72 h.

**Supplementary Movie 30.** Live cell imaging movie of PC-3 cells incubated with 5 µM PDA-377 over 72 h.

**Supplementary Movie 31.** Live cell imaging movie of PC-3 cells incubated with 7.5 µM PDA-377 over 72 h.

**Supplementary Movie 32.** Live cell imaging movie of PC-3 cells incubated with 10 µM PDA-377 over 72 h.

**Supplementary Movie 33.** Live cell imaging movie of DMSO-treated LNCaP cells (negative control) over 72 h.

**Supplementary Movie 34.** Live cell imaging movie of LNCaP cells incubated with 0.25 µM PDA‑377 over 72 h.

**Supplementary Movie 35.** Live cell imaging movie of LNCaP cells incubated with 0.5 µM PDA‑377 over 72 h.

**Supplementary Movie 36.** Live cell imaging movie of LNCaP cells incubated with 1 µM PDA-377 over 72 h.

**Supplementary Movie 37.** Live cell imaging movie of LNCaP cells incubated with 2.5 µM PDA‑377 over 72 h.

**Supplementary Movie 38.** Live cell imaging movie of LNCaP cells incubated with 5 µM PDA-377 over 72 h.

**Supplementary Movie 39.** Live cell imaging movie of LNCaP cells incubated with 7.5 µM PDA‑377 over 72 h.

**Supplementary Movie 40.** Live cell imaging movie of LNCaP cells incubated with 10 µM PDA-377 over 72 h.

**Supplementary Movie 41.** Live cell imaging movie of DMSO-treated CT1258 cells (negative control) over 72 h.

**Supplementary Movie 42.** Live cell imaging movie of CT1258 cells incubated with 0.25 µM PDA‑377 over 72 h.

**Supplementary Movie 43.** Live cell imaging movie of CT1258 cells incubated with 0.5 µM PDA‑377 over 72 h.

**Supplementary Movie 44.** Live cell imaging movie of CT1258 cells incubated with 1 µM PDA-377 over 72 h.

**Supplementary Movie 45.** Live cell imaging movie of CT1258 cells incubated with 2.5 µM PDA‑377 over 72 h.

**Supplementary Movie 46.** Live cell imaging movie of CT1258 cells incubated with 5 µM PDA-377 over 72 h.

**Supplementary Movie 47.** Live cell imaging movie of CT1258 cells incubated with 7.5 µM PDA‑377 over 72 h.

**Supplementary Movie 48.** Live cell imaging movie of CT1258 cells incubated with 10 µM PDA‑377 over 72 h.

**
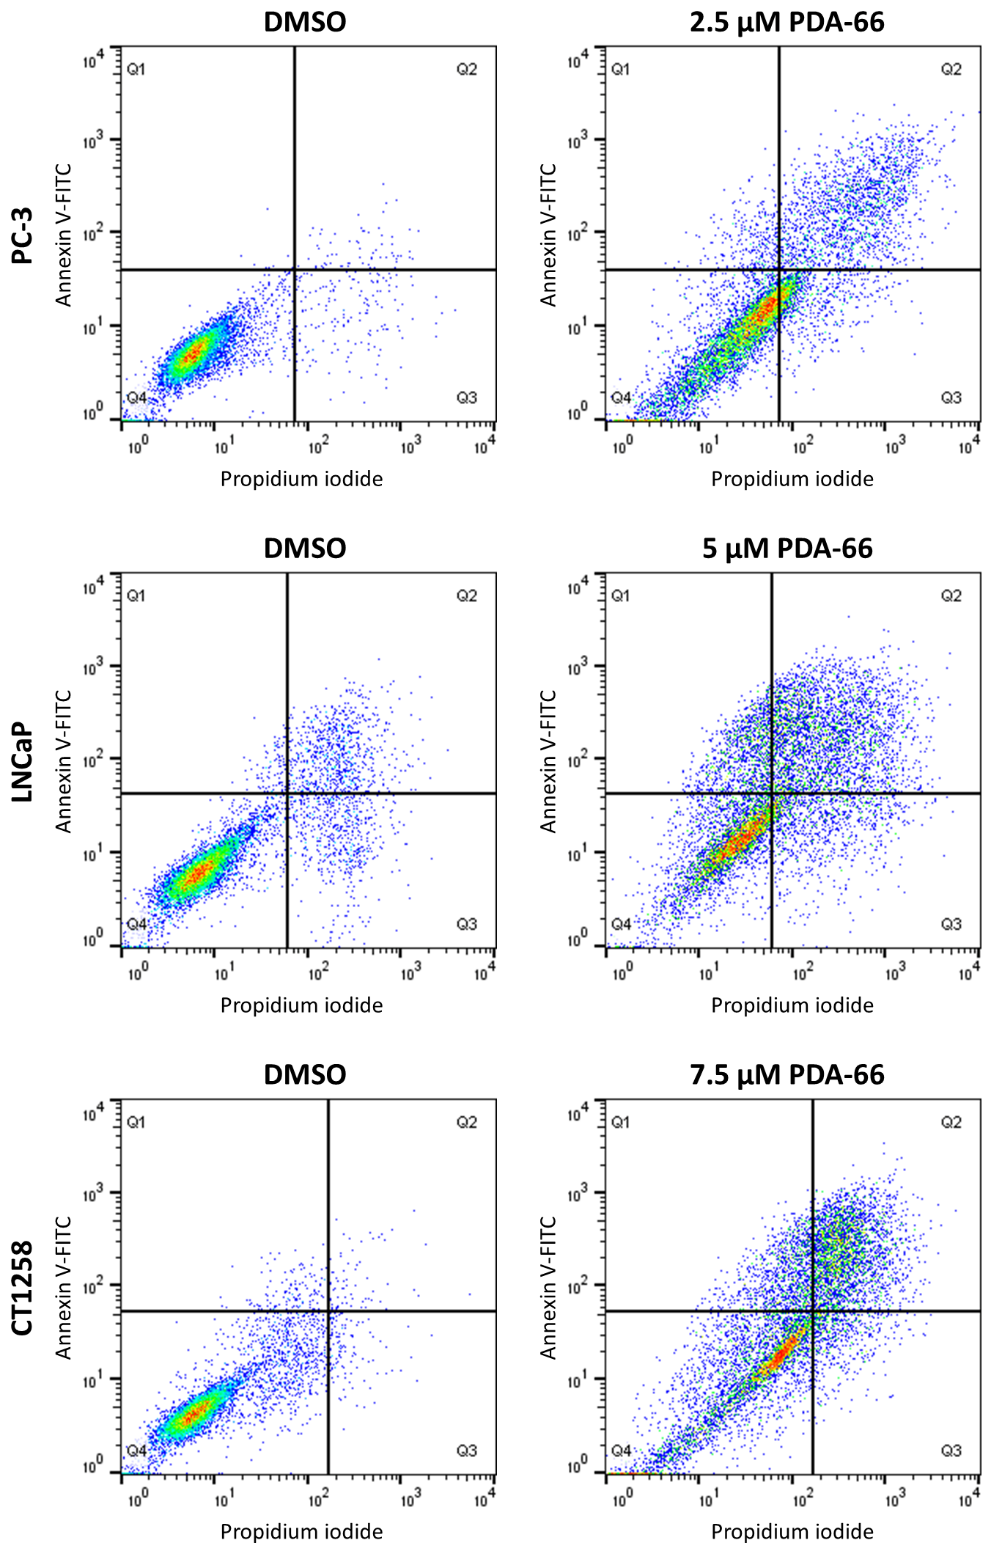
**

**Supplementary Figure 1.** Representative dot blots of flow cytometry data. The three cell lines were stained with Annexin V-FITC and propidium iodide. Cells in area Q4 were counted as vital, cells in Q1 as early apoptotic and cells in Q2 and Q3 as late apoptotic.

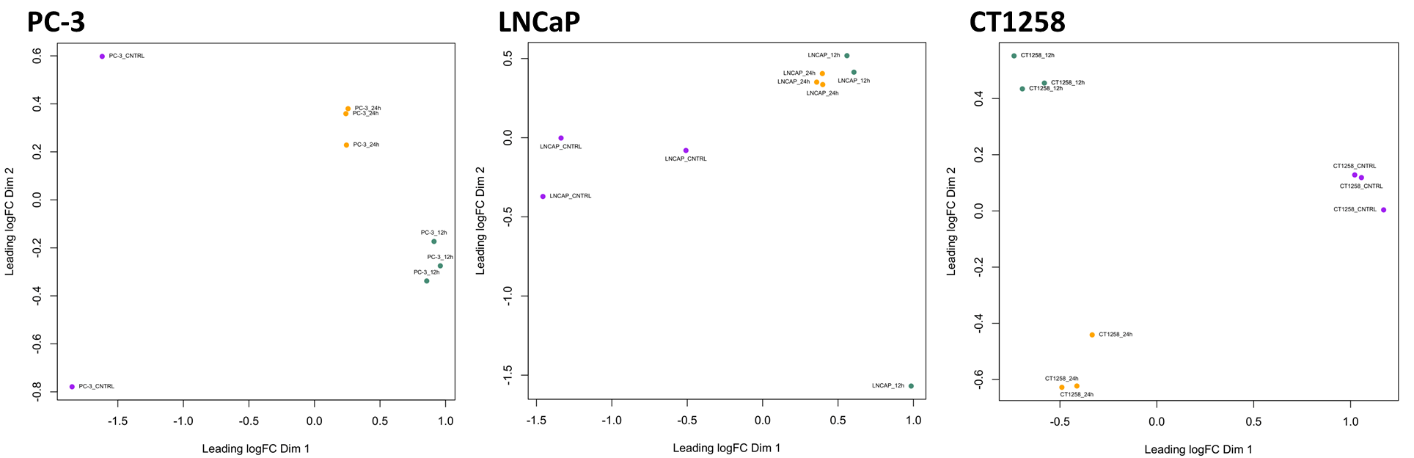

**Supplementary Figure 2.** MDS plots of the RNA-seq data. The distances correspond to the differences in the biological coefficient of variation between the samples of each cell line. The analyzed cells were treated with 15 µM PDA-66 for 12 h and 24 h, and 0.15 % DMSO, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

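RNA of PC-3, LNCaP and CT1258 cells was sequenced as poly(A)-selected single reads. Of the 27 samples mapped to a condition, 26 had counts, and the third PC-3 control, which the paper excluded, was not used here. According to the authors, the human reads were mapped to HG19 with STAR and the canine reads to CanFam3.1 with BWA. The authors deposited the number of reads counted on each gene as whole counts, without normalization. Whether counting used the strand, and how reads that fit several genes were counted, is not stated. Trailing separators behind the counts of 1 PC-3 sample were removed before use. The table of CT1258 holds 798 genes named by a canine protein entry and 23 with a number in place of a name, and these were tested under the names given. For 2 of the PC-3 PDA-66 12 h samples, here called P12-1 and P12-2, the replicate number is not clear from the labels.
Total counts per sample were between 14650839 and 18091755 in PC-3, between 11923105 and 14741883 in LNCaP and between 7203534 and 20976950 in CT1258. The common biological coefficient of variation was 0.0972 in PC-3, 0.240 in LNCaP and 0.100 in CT1258, and for genes with few counts the counting error adds to it. The controls of CT1258 had 2.639 times the total counts of its PDA-66 samples.
Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15. Each cell line was fitted on its own, with DMSO, PDA-66 12 h and PDA-66 24 h as groups. Genes were filtered with filterByExpr, normalized by TMM and tested with the edgeR quasi-likelihood F test, with p-values adjusted by the Benjamini-Hochberg method and 0.001 as the threshold. The paper's text names edgeR and this threshold but not which of its tests was used. The PDA-66 groups were also compared with each other. Differences in response between cell lines were tested as an interaction over the genes shared by symbol. On simulated data with known changes, the interaction test found 198 of 200 changed genes and called 31 others among the 11462 genes tested.
The genes named were those the paper names, those of Figure 6 and the 3 DEGs at either end of the log2 fold changes with a mean of at least 10 CPM and no overlap between the groups, of which 1 is not reported here. By chance, 10% of genes do not overlap for 3 samples against 3, and 20% for 2 against 3. Distances between samples were leading log2 fold change distances, computed on log2 CPM as limma defines them, over 500 genes per pair. Lists of genes were compared with limma's camera test, and 9 lists in 6 comparisons made 54 tests. The S phase and G2/M lists came from the Seurat package. The KEGG pathways and the lists of tubulin genes and of targets of p53, ATF4, AHR, the androgen receptor and senescence were written from general knowledge. Enrichment of the pathways was tested with a one-sided Fisher's exact test, 36 tests in all.
These settings, the named-genes rule, the lists and the alternatives were chosen before the data were examined, apart from 4 alternatives. A correction for GC content and gene length with a spline of 4 degrees of freedom, a thinning of the CT1258 control counts, edgeR's exact test with a dispersion shared over the 3 groups and a stricter threshold for the cell line difference were chosen after seeing the data. The other alternatives were DESeq2 size factors, library size only, no filter, a filter of at least 1 CPM in at least 3 samples, the edgeR likelihood ratio test, the DESeq2 Wald test, limma voom with sample quality weights and edgeR's exact test on the 2 groups compared. A fit of only the 2 groups compared, a replicate block, the EASE score and a background of all genes listed for the enrichment, an adjusted p-value under 0.05, an absolute log2 fold change of at least 1 and 24 fits that each left out 1 sample were run too. Leaving out a PC-3 control was not done, since 1 would remain. The canine genome was not at hand, so positions, gene overlaps and the GC correction cover the human genes only.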

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

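In this part, all tests of technical explanations were chosen only after the result was seen. Reading a hypothesis within single cell lines was chosen then too. The tests of the lists in each comparison and the hypotheses on tubulin, ATF4 and AHR across the cell lines were set earlier.
For 5 genes, the response to PDA-66 went in opposite directions in 2 cell lines, with a difference that was itself tested by an interaction. The dispersion of that test was shared over the cell lines, although LNCaP varied more. For SFN after 12 h, the standard error of the difference (0.5321) was below that of the LNCaP response alone (0.6699). The p-values for differences with LNCaP may therefore be too small. CDKN2C responded lower in PC-3 than in LNCaP after 12 h, by a log2 difference of -2.954 (standard error 0.342, adjusted p = 3.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RNASEH2A responded higher in PC-3 than in CT1258, by 1.771 after 12 h and 1.611 after 24 h (adjusted p = 0.000116 and 0.000565, same test in edgeR), and higher in LNCaP than in CT1258, by 2.793 and 1.735 (3.21e-07 and 0.000183). MCM5 responded higher than in CT1258 after 24 h, by 1.436 in PC-3 and 1.895 in LNCaP (adjusted p = 0.000168 and 4.78e-06, edgeR). For MCM2, LNCaP and CT1258 differed by 1.679 after 24 h (adjusted p = 0.000217, edgeR), where the rise in LNCaP itself had an adjusted p-value of 0.0681 (edgeR). SFN differed by 3.936 between LNCaP and CT1258 after 12 h (adjusted p = 8.9e-06, edgeR). Its log2 fold change in LNCaP after 12 h was 2.61 (adjusted p = 0.041, edgeR), and 1.61 without PDA-66 12 h replicate 2. SFN was low in LNCaP, with means of 0.67 CPM in the controls and 4.24 ± 3.79 CPM (SD) after 12 h.
The greater depth of the CT1258 controls is argued against as the whole reason. With their counts thinned to the depth of the PDA-66 samples, the change nearest 0 among the CT1258 responses listed above was -0.5052. These leave out MCM2 and MCM5 after 12 h, where the changes in CT1258 were -0.03 and -0.18 before thinning. A trend with GC content and length is argued against for the human side, since the nearest to 0 after the correction among the human responses opposite to CT1258 listed above was 0.7942, and CDKN2C in PC-3 after 12 h stayed below 0 at -0.4673. Its adjusted p-value after the correction was 0.00139 (edgeR, range over alternatives 2.28e-06 to 0.0034) and no longer under 0.001, so the trend is argued against only as the whole reason. For RNASEH2A, reads shared with THSD8 in the human annotation remain open. A difference between the species or cell lines also remains open and was not tested apart from differences in annotation and mapping. In CT1258, a batch that follows the groups cannot be told apart from the treatment, as the controls had 2.639 times the counts of the PDA-66 samples.
Tubulin genes, which the paper does not discuss as transcripts, were lower in PC-3 (median log2 fold change -0.7889 after 12 h and -0.4294 after 24 h) and in CT1258 after 12 h (-0.9062). They were higher in LNCaP after 24 h (0.513). Adjusted p-values from limma's camera test were 0.00178, 0.0237, 0.0127 and 0.0114. After the GC and length correction, the medians were -0.6292 in PC-3 after 12 h and 0.5323 in LNCaP, and thinning left -0.8952 in CT1258, which argues against these trends and the depth as the whole reason. The PC-3 result after 24 h was not under the threshold after the correction (median -0.32, adjusted p = 0.0780, limma's camera test, range over alternatives 0.00674 to 0.5701), so a GC trend may account for it. Tubulins are close paralogs, and reads shared between them remain open.
Targets of ATF4 were lower in PC-3 after 24 h (-0.242), in LNCaP after 12 h (-0.9014) and 24 h (-1.317) and in CT1258 (-1.958 after 12 h and -0.9579 after 24 h). Their adjusted p-values from limma's camera test were 0.0334, 1.23e-05, 8.78e-11, 2.25e-07 and 1.39e-05. The LNCaP value after 12 h was -1.409 without DMSO replicate 1, and limma's fry test gave it an adjusted p-value of 0.1008 (range over alternatives 5.63e-12 to 0.417). The LNCaP value after 24 h stayed at -1.264 after the GC and length correction, and the CT1258 value after 12 h at -1.942 after thinning. In PC-3 after 24 h, the corrected median of -0.27 had an adjusted p-value of 0.0596 (limma's camera test, range over alternatives 0.0278 to 0.485). DMSO cells were labelled with 24 h only, so a change of the control cultures with time remains open at 12 h.
Targets of AHR were higher in PC-3 (1.021 and 0.9935) and LNCaP (1.648 and 1.389), with adjusted p-values of 0.000921, 8.06e-06, 0.00121 and 9.57e-05 from limma's camera test. After the GC and length correction, the 24 h medians were 1.126 in PC-3 and 1.377 in LNCaP, so these trends are argued against as the whole reason. The LNCaP list holds 5 tested genes, and its median after 12 h was 0.8525 without PDA-66 12 h replicate 1 (adjusted p = 0.0585, limma's camera test, range over alternatives 0.000178 to 0.0876). In 7 of the 9 fits that left out a sample of LNCaP, the median was lower by a factor over 1.5, with 0.8484 after 24 h without PDA-66 24 h replicate 2 as the lowest.
With a correlation between genes estimated from the data, none of the list results here was under 0.05, while 31 were with the preset correlation. List results were chosen for this part where limma's camera and fry tests were both under 0.05. The exception, ATF4 targets in LNCaP after 12 h, was not under 0.05 with fry. The fry results are thus no separate support for these lists.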

How the results depend on the processing

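The alternatives and the fits without 1 sample each changed some results, and the cause was not tested unless the text names one. Tests of the added alternatives were chosen only after the results were seen.
With library size only, LNCaP had 3 DEGs after 12 h and 3 after 24 h, mismatch repair was enriched in 2 comparisons, and MCM2 in CT1258 after 12 h turned to 0.007777. This setting moved the median of all genes in PC-3 after 24 h from -0.0104 to 0.0687, and 1578 of 2729 DEGs were higher. Without a filter, LNCaP had 10 and 3 DEGs, 345 genes differed between the time points in CT1258, and p53 signaling, base excision repair and mismatch repair were enriched in 4, 3 and 2 comparisons. With the filter of at least 1 CPM, CDC25C in PC-3 after 12 h turned to -0.0135.
With the edgeR likelihood ratio test, PC-3 had 4218 DEGs after 24 h and 696 between the time points, LNCaP 571, 258 and 4, and CT1258 730 between the time points. Cell cycle, DNA replication, p53 signaling, the Fanconi anemia pathway, base excision repair and mismatch repair were enriched in 5, 5, 5, 6, 1 and 4 comparisons, and 38 genes of Figure 6 had at least 3 significant values.
With the DESeq2 Wald test, the same counts were 514 for PC-3 between the time points, 620, 286 and 1 for LNCaP and 662 for CT1258 between the time points. The pathways were enriched in 6, 5, 5, 5, 2 and 4 comparisons, and Figure 6 gave 37 genes.
With limma voom and sample quality weights, 2320 genes differed between the time points in PC-3 and 2073 in CT1258, which had 5425 DEGs after 24 h, and LNCaP had 1831, 1473 and 189. The pathways were enriched in 6, 4, 6, 5, 4 and 3 comparisons, Figure 6 gave 35 genes, and in CT1258 after 12 h MCM2 turned to 0.02726 and LIG1 to 0.06917.
With the exact test on the 2 groups, 1330 genes differed between the time points in PC-3 and 1782 in CT1258, and LNCaP had 203, 1248 and 4. Cell cycle, DNA replication, p53 signaling, base excision repair and mismatch repair were enriched in 5, 4, 4, 2 and 3 comparisons, and Figure 6 gave 36 genes.
With only the 2 groups compared, fewer samples entered each fit. PC-3 had 1664 DEGs after 24 h and 479 between the time points, LNCaP 0 and 8, CT1258 1172 between the time points, and 2 genes of Figure 6 were significant in opposite directions. The replicate numbers did not pair samples, with correlations between paired deviations from -0.4195 to 0.1851, and a replicate block gave 1558 DEGs for PC-3 after 24 h, 0 and 15 for LNCaP and 1033 between the time points in CT1258.
At an adjusted p-value under 0.05, the DEGs were 7853, 6873 and 1390 in PC-3, 1202 and 384 in LNCaP and 6897, 6142 and 1907 in CT1258 (12 h, 24 h and between the time points). DNA replication, the Fanconi anemia pathway, base excision repair and mismatch repair were enriched in 4, 4, 2 and 3 comparisons, 38 genes of Figure 6 had at least 3 significant values and 7 had opposite directions. With an absolute log2 fold change of at least 1 in addition to 0.001, the DEGs were 1931, 1222 and 88 in PC-3 and 1653, 976 and 44 in CT1258. DNA replication, p53 signaling and the Fanconi anemia pathway were enriched in 0, 1 and 1 comparisons, and Figure 6 gave 7 genes and 0 with opposite directions. With a background of all genes listed, p53 signaling, the Fanconi anemia pathway, base excision repair and mismatch repair were enriched in 4, 4, 3 and 3 comparisons.
The added GC and length correction gave 391 genes between the time points in PC-3, 115 and 12 DEGs in LNCaP, and 5, 4, 1 and 2 comparisons enriched for cell cycle, the Fanconi anemia pathway, base excision repair and mismatch repair. GADD45A in PC-3 after 24 h turned to 0.02283. Thinning of the CT1258 controls, also added, gave 4333 and 3327 DEGs, so their greater depth was not the whole reason for these counts, and mismatch repair was enriched in 1 comparison. The added exact test with a shared dispersion gave 4128 and 669 for PC-3 (24 h and between the time points), 550, 248 and 3 for LNCaP and 790 for CT1258 between the time points, 5, 5, 5, 6, 1 and 4 comparisons enriched, and 38 genes of Figure 6. At 0.001, also added, 20 genes of Figure 6 had a cell line difference. By sign alone, 11 genes of Figure 6 had both directions, and 7 by sign among values under 0.05. With the estimated correlation, 0 of the 54 list tests were called, where 13 had an unadjusted p-value under 0.05 with that correlation and 34 with the preset one.
The MDS distances (12 h and 24 h) were 0.8851 and 0.7488 in PC-3, 0.778 and 0.5851 in LNCaP and 0.7945 and 0.6933 in CT1258 with all genes, and 3.962 and 3.153, 3.036 and 2.645, and 2.617 and 2.467 with 100 genes per pair.
Across the fits that each left out 1 sample, DEGs ranged from 2481 to 3711 (PC-3 12 h), 1551 to 2179 (PC-3 24 h) and 59 to 79 (between the time points), from 0 to 261 (LNCaP 12 h) and 0 to 105 (LNCaP 24 h), and from 3206 to 5567 (CT1258 12 h), 2116 to 4629 (CT1258 24 h) and 20 to 1352 (between the time points). The highest LNCaP counts came without PDA-66 12 h replicate 2, and the highest CT1258 counts without DMSO replicate 2. Comparisons enriched ranged from 3 to 6 for cell cycle, 2 to 4 for DNA replication, 1 to 3 for p53 signaling, 1 to 4 for the Fanconi anemia pathway and 0 to 2 for base excision and mismatch repair. Between 19 and 30 genes of Figure 6 had at least 3 significant values, and 3 to 4 had opposite directions. Without P12-1, CDC25C in PC-3 after 12 h turned to -0.02077, and the highest value was 0.02801 without P12-2. Without DMSO replicate 2 of CT1258, MCM2 and LIG1 after 12 h turned to 0.02596 and 0.05586 (-0.05978 and -0.2019 without DMSO replicate 1) and PKMYT1 was 0.1529, and without DMSO replicate 3 PKMYT1 turned to -0.00898.
Of 273 results for named genes, 272 stayed on their side of the threshold with DESeq2 size factors (1 became significant), 196 with the DESeq2 Wald test (76 became significant and 1 lost it) and 197 with the likelihood ratio test (76 became significant). Of 2163 such results over the fits without 1 sample, 1999 stayed, 106 lost significance, 54 gained it and 4 turned direction.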

Differences from the paper's values

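The tests in this part are those of the alternatives, and the exact test with a shared dispersion was chosen only after the results were seen. Here a gap between 2 numbers other than log2 fold changes counts as closed when the larger is at most 1.5 times the smaller, which can leave much of the difference in place. For log2 fold changes, it counts as closed when the 2 values differ by no more than the SD of the replicates.
For LNCaP, 1 DEG was found after 12 h against the paper's 479, and 0 after 24 h against the paper's 205, where the unadjusted p-value was under 0.05 for 2599 genes. Of the alternatives set before the data were examined, the edgeR likelihood ratio test (571 and 258) and the DESeq2 Wald test (620 and 286) closed both gaps. The others, among them the exact test on the 2 groups (203 and 1248) and limma voom (1831 and 1473), did not, and the fits without 1 sample gave 0 to 261 and 0 to 105. For PC-3 after 24 h, 2665 DEGs were found against the paper's 4013. The likelihood ratio test (4218), the DESeq2 Wald test (3571), the exact test on the 2 groups (3053), no filter (3054) and library size only (2729) fell within 1.5 times the paper's value, the last 3 of them far below it, and the other alternatives set before the data were examined did not. The exact test with a dispersion shared over the 3 groups, chosen after seeing the values, gave 550 and 248 for LNCaP and 4128 for PC-3. The GC and length correction, also chosen after seeing the values, gave 3864 for PC-3 and left the gaps of LNCaP open (115 and 12).
None of the pathway genes was a DEG in LNCaP. After 12 h, the count of 0 for cell cycle stands against the paper's 29, and was 30 with the likelihood ratio test, 32 with the DESeq2 Wald test, 37 at an adjusted p-value under 0.05 and 21 without LNCaP PDA-66 12 h replicate 2. For DNA replication, 0 stands against the paper's 14, with 16, 17, 19 and 12 in the same order. For p53 signaling (the paper's 10), the gap closed with 12 and 13 in the likelihood ratio and DESeq2 Wald tests. The Fanconi anemia pathway (the paper's 9) had 13 with the likelihood ratio test and 7 without LNCaP PDA-66 12 h replicate 2. Base excision repair (the paper's 6) had 6 and 6, and mismatch repair (the paper's 5) 6 and 7, with the likelihood ratio and DESeq2 Wald tests. After 24 h, cell cycle (0 against the paper's 14) had 18, 19 and 10 with the likelihood ratio test, the DESeq2 Wald test and without LNCaP PDA-66 12 h replicate 2. For DNA replication (0 against the paper's 5) and p53 signaling (0 against the paper's 6) after 24 h, none of the alternatives set before the data were examined closed the gap. In PC-3 after 12 h, 14 genes of the Fanconi anemia pathway were DEGs against the paper's 23, with 26 in the likelihood ratio test, 22 in the DESeq2 Wald test, 22 in the exact test on the 2 groups, 16 with library size only, 16 without a filter and 16 without PC-3 PDA-66 24 h replicate 3. The other alternatives set before the data were examined left the gap of a pathway open. The exact test with a shared dispersion, chosen after seeing the values, gave 30, 16, 12, 13, 6 and 6 for these pathways in LNCaP after 12 h, 18 for cell cycle after 24 h and 26 for the Fanconi anemia pathway in PC-3, where the GC correction chosen after seeing the values gave 25.
The SD of the total counts of CT1258 was 6.34 M against the paper's 0.7 M, and 16028 genes were listed for CT1258 against the paper's 24581 annotated genes. No alternative applied to these values. Of the genes of Figure 6, 23 had at least 3 significant values against the paper's 38. No filter (26), the likelihood ratio test (38), the DESeq2 Wald test (37), limma voom (35), the exact test on the 2 groups (36), an adjusted p-value under 0.05 (38) and leaving out LNCaP PDA-66 12 h replicate 2 (30) closed the gap, and the other alternatives set before the data were examined did not. The exact test with a shared dispersion, chosen after seeing the values, gave 38, and the GC correction, chosen then too, 28.
Of the 226 log2 fold changes compared with Figure 6, read by eye, all lay within 0.1, with a median gap of 0.0199. For 3 of them in PC-3 after 12 h the gap was larger than the SD of the replicates. GTSE1 was 1.22 against about 1.3 in Figure 6, and the gap closed with library size only (1.28), no filter (1.26), limma voom (1.23), without P12-1 (1.24) and without P12-2 (1.235), and with the GC correction chosen after seeing the values (1.292). FEN1 was 0.80 against about 0.84 in Figure 6, and the gap closed with library size only (0.85), no filter (0.836) and without P12-1 (0.81). RFC2 was 0.44 against about 0.47 in Figure 6, and the gap closed with library size only (0.49), no filter (0.4716) and without P12-2 (0.46). The other alternatives set before the data were examined left these gaps open.
The paper states that cell cycle, DNA replication and p53 signaling are enriched in each cell line. In LNCaP they had 0 DEGs here, and all 3 were called there after 12 h and 24 h with the likelihood ratio test, the DESeq2 Wald test, limma voom, the exact test on the 2 groups, the added exact test and an adjusted p-value under 0.05. Leaving out LNCaP PDA-66 12 h replicate 2 called them too, apart from p53 signaling after 12 h, and the added GC correction called cell cycle and DNA replication after 12 h. Cell cycle was not called in PC-3 after 12 h, but was without a filter, with the DESeq2 Wald test, limma voom, only the 2 groups, a background of all genes listed, the added GC correction and, through the joint adjustment of the tests, without LNCaP PDA-66 12 h replicate 2. For p53 signaling in PC-3, the paper reports enrichment after 12 h only, and it was not called here. It was called without a filter, with the likelihood ratio test, the DESeq2 Wald test, limma voom, only the 2 groups, a background of all genes listed, the added exact test and the added GC correction, and without P12-1, P12-2, PDA-66 12 h replicate 3 or 24 h replicate 3. DNA replication was not called in CT1258, but was after 12 h without a filter, with the likelihood ratio test, the DESeq2 Wald test, the background of all genes listed and the added exact test, and without DMSO replicate 2.
Table 2 also gives the Fanconi anemia pathway, base excision repair and mismatch repair as enriched after 12 h in LNCaP and CT1258, and none was called here. The joint adjustment with the LNCaP tests, which had no pathway DEG to count, raised the adjusted p-values of PC-3 and CT1258. In LNCaP, all 3 were called with the likelihood ratio test, the DESeq2 Wald test, limma voom, an adjusted p-value under 0.05 and the added exact test, the first 2 without LNCaP PDA-66 12 h replicate 2, and the Fanconi anemia pathway with the added GC correction. In CT1258, the Fanconi anemia pathway was called without a filter, with the likelihood ratio test, the DESeq2 Wald test, limma voom, only the 2 groups, a background of all genes listed, the added exact test and the added GC correction made on the human samples, and without DMSO replicate 2, any PDA-66 12 h sample or PDA-66 24 h replicate 1 of CT1258 or LNCaP PDA-66 12 h replicate 2. Base excision repair was called there without a filter, with the exact test on the 2 groups and with the background of all genes listed. Mismatch repair was called there with library size only, without a filter, with the likelihood ratio test, the DESeq2 Wald test, limma voom, the exact test on the 2 groups and the background of all genes listed, without DMSO replicate 2, and with the added thinning and the added exact test.
The paper's Discussion gives CDC20 as an example of upregulated genes without naming a cell line. In CT1258 after 12 h, CDC20 was lower (-0.33) under each alternative. This value lay within 0.1 of that in Figure 6, so it differs from the general statement and not from the figure. BUB1B, CDC20 and CDK1 were not significant in LNCaP. Limma voom and the exact test on the 2 groups called them after 24 h, and limma voom, the likelihood ratio test, the DESeq2 Wald test, an adjusted p-value under 0.05 and the exact test added after seeing the values called them after 12 h. CDK1 was called there by these at both time points, including the exact test on the 2 groups. MAD2L1 was not significant in LNCaP, and was with limma voom (1.47 after 12 h and 1.32 after 24 h). BRCA1 in LNCaP was significant with the likelihood ratio test, the DESeq2 Wald test, limma voom, at an adjusted p-value under 0.05 and, after 24 h, with the exact test on the 2 groups, as well as with the exact test added after seeing the values. CDK1 was not significant in PC-3, and was after 24 h (0.48) with the GC correction chosen after seeing the data.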

Other observations

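The tests of the tubulin, p53, ATF4, AHR, androgen and senescence hypotheses were set earlier, and the other tests in this part were chosen only after the result was seen.
The samples of 2 groups of 3 can be split in 10 ways. Between the time points, 1 of the 10 splits gave as many DEGs as the real groups in PC-3 (194, against 0 in each other split) and 1 in CT1258 (211, against 0), in each case the real one. For LNCaP, 1 of the 10 splits gave as many DEGs after 12 h (1, against 0), and 10 after 24 h and 10 between the time points, where the real groups gave 0. CT1258 had 1 of the 10 splits after 12 h (4383, against 0) and 1 after 24 h (3340, against 0). For the number of lists called, 4 of the 10 splits reached the real number in LNCaP after 12 h, 2 in LNCaP after 24 h, 1 in CT1258 after 12 h and 8 in CT1258 after 24 h. With 10 splits the share is never under 0.1, so the share alone decides nothing, although no other split gave a DEG in these comparisons of PC-3 and CT1258.
LNCaP PDA-66 12 h replicate 2 lay far from the other samples. GC content and length accounted for 48.28% of the variance of its deviations, against 0.8962% to 35.53% in the other LNCaP samples, and may be part of the cause. After a correction for them, its mean distance from its group was 1.73, against 0.8748 between the other 2 samples, which argues against this trend as the whole cause. Genes of PC-3 lay at 0.1847% of their level in PC-3, within the range of the other LNCaP samples, which argues against RNA of PC-3 cells. CYP1A1 was at 10.29 CPM, against at most 0.917 CPM in the controls, which argues against a control with a wrong label. Its total of 13998661 counts was within the range of LNCaP, which argues against low depth. No biological explanation was tested.
LNCaP DMSO replicate 1 lay between the other controls and the PDA-66 samples. On a scale from the other controls (0) to the PDA-66 24 h samples (1), the S phase list lay at 0.21 and the ATF4 target list at 0.905, which argues against a mixture with PDA-66 RNA. GC content and length accounted for 0.8962% of its deviations, which argues against this trend. Another state of the culture remains open and was not tested.
The number of DEGs in CT1258 was 4333 after 12 h and 3327 after 24 h with the control counts thinned, which argues against depth as the whole reason. A difference between library or sequencing batches cannot be told apart from the treatment, as the total counts differed by a ratio of 2.639 along the groups.
Tubulin autoregulation after loss of microtubules would lower tubulin transcripts in all comparisons. The median of 0.513 in LNCaP after 24 h argues against it as a response in all comparisons, while -0.7889 in PC-3 after 12 h is consistent with it there. In LNCaP after 12 h, members went both ways (5 of 9 higher, median 0.15, and -0.06 without PDA-66 12 h replicate 2, with TUBA1A at -1.98), so it stays open there. From 12 h to 24 h, the tubulin list rose by 0.46 in PC-3, 0.66 in LNCaP and 0.44 in CT1258.
Activation of p53 as a transcription factor would raise its targets in LNCaP and not in PC-3. Their median in LNCaP after 24 h was -0.3592, in the other direction (adjusted p = 0.00551 from limma's camera test and 0.108 from limma's fry test). Without DMSO replicate 1, it was -0.11 (adjusted p = 0.633, limma's camera test, range over alternatives 0.000143 to 0.633). Activation of p53 thus cannot be told apart with these controls. The medians were 0.30 and 0.05 in PC-3 and 0.04 and -0.22 in CT1258.
Amino acid stress in control cultures would lower ATF4 targets after PDA-66. Between 24 h and 12 h, the list changed by -0.3449 in LNCaP and by 0.75 in CT1258, and without a control at 12 h this cannot be told apart from an effect of PDA-66.
An action of PDA-66 as an AHR ligand would raise AHR targets in all cell lines. The medians of 1.389 in LNCaP and 0.9935 in PC-3 after 24 h are consistent with it there. In CT1258, the median was 0.1961 after 12 h, and 0.11 without DMSO replicate 2, and CYP1A1 and CYP1B1 were not among the 5 genes tested, so it cannot be told apart there.
Lower androgen receptor signaling in LNCaP had an adjusted p-value of 0.05367 after 12 h (limma's camera test, range over alternatives 0.00946 to 0.190), with a median of -0.35. Without DMSO replicate 2 the adjusted p-value was 0.0326 (limma's camera test), so lower signaling after 12 h cannot be told apart with these samples. After 24 h, the median was -0.06 (adjusted p = 0.982, limma's camera test). From 12 h to 24 h, the list rose by 0.29 (adjusted p = 0.000328, limma's camera test).
Senescence would raise its list in all cell lines. The medians were 1.455 and 0.49 in PC-3, -0.30 and -0.2362 in LNCaP and -0.20 and -0.43 in CT1258, and members went in both directions in each cell line. Limma's fry test called the list higher in PC-3 (adjusted p = 0.000402 after 12 h and 0.0325 after 24 h) and lower in CT1258 after 24 h (adjusted p = 0.0196, 4 genes), while limma's camera test called none of these (adjusted p = 0.0780, 0.338 and 0.3495), so it cannot be told apart with these lists.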
